# Stress Resistance Screen in a Human Primary Cell Line Identifies Small Molecules That Affect Aging Pathways and Extend *Caenorhabditis elegans*’ Lifespan

**DOI:** 10.1534/g3.119.400618

**Published:** 2019-12-26

**Authors:** Peichuan Zhang, Yuying Zhai, James Cregg, Kenny Kean-Hooi Ang, Michelle Arkin, Cynthia Kenyon

**Keywords:** Small molecule screen, oxidative stress, stress resistance, NRF2, aging, *C. elegans*, WI-38

## Abstract

Increased resistance to environmental stress at the cellular level is correlated with the longevity of long-lived mutants and wild-animal species. Moreover, in experimental organisms, screens for increased stress resistance have yielded mutants that are long-lived. To find entry points for small molecules that might extend healthy longevity in humans, we screened ∼100,000 small molecules in a human primary-fibroblast cell line and identified a set that increased oxidative-stress resistance. Some of the hits fell into structurally related chemical groups, suggesting that they may act on common targets. Two small molecules increased *C. elegans*’ stress resistance, and at least 9 extended their lifespan by ∼10–50%. We further evaluated a chalcone that produced relatively large effects on lifespan and were able to implicate the activity of two, stress-response regulators, *NRF2*/*skn-1* and *SESN*/*sesn-1*, in its mechanism of action. Our findings suggest that screening for increased stress resistance in human cells can enrich for compounds with promising pro-longevity effects. Further characterization of these compounds may reveal new ways to extend healthy human lifespan.

In animals, mutations in nutrient, energy and stress-sensing genes, such as IGF-1-axis and mTOR-signaling genes, extend youthfulness and lifespan and counter age-related disease (Fontana *et al.* 2010; Kenyon 2010; Bartke 2011). These genes are members of large networks with multiple components, some of which could potentially serve as targets for pharmacological interventions to increase healthy lifespan. In fact, consistent with genetic perturbations, small molecules that inhibit mTOR (rapamycin) or activate AMP kinase (metformin) have been reported to prolong lifespan in several different species (Ding *et al.* 2017), albeit modestly in the case of metformin in mice (Martin-Montalvo *et al.* 2013). Some of these small molecules have been used in humans to treat diabetes and cancer, two diseases that afflict the aging population. Together these findings suggest that interventions targeting components of this network could extend the healthy life of humans.

In addition to targeting human orthologs of proteins known to influence longevity in animals, an alternative approach might be to identify promising molecules in phenotypic screens for cellular correlates of animal longevity. One such correlate is resistance to environmental stress. Many long-lived mutants and their cells are resistant to multiple types of stressors (Miller 2009). In addition, cells from long-lived wild animals, such as brown bats and naked mole-rats, are resistant to oxidizing radicals, heavy metals and DNA-damaging agents (Lewis *et al.* 2012; Salmon *et al.* 2008; Harper *et al.* 2007). Third, forkhead box O (FOXO) proteins (such as FOXO3) and nuclear factor, erythroid 2 like 2 (NFE2L2, aka NRF2), key regulators of stress responses, can promote longevity in several species, including worms (Kenyon *et al.* 1993; Libina *et al.* 2003; Ogg *et al.* 1997; Tullet *et al.* 2008; Bishop and Guarente 2007), flies (Giannakou *et al.* 2004; Hwangbo *et al.* 2004; Sykiotis and Bohmann 2008), and likely mice (Steinbaugh *et al.* 2012; Leiser and Miller 2010; Shimokawa *et al.* 2015). In humans, exceptional longevity-associated *FOXO3A* polymorphisms have been identified in multiple cohorts (Kenyon 2010; Joshi *et al.* 2017; Kolovou *et al.* 2017), and NRF2 activation and mTOR inhibition have been shown to delay senescence in human fibroblasts (Kapeta *et al.* 2010; Walters *et al.* 2016). As proof of concept, genetic screens for organismal stress resistance in yeast, worms and plants have enriched for mutants that live long (de Castro *et al.* 2004; Kim and Sun 2007; Kennedy *et al.* 1995; Cao *et al.* 2003). Conversely, by screening a library of compounds with known mammalian pharmacological targets, Ye and co-workers identified 60 that promoted longevity of *C. elegans*, and of these, 33 increased worms’ resistance to oxidative stress (Ye *et al.* 2014). Several lines of evidence indicate that increased oxidative-stress resistance may not be the cause of extended longevity (Slack *et al.* 2011; Pérez *et al.* 2009). However, these findings show that selection strategies for stress resistance can be used to enrich for longevity regulators.

To this end, we carried out a high-throughput screen for small molecules that enhance resistance to hydrogen peroxide-induced oxidative stress in a human primary cell line. We further characterized our hit molecules in assays related to known longevity pathways and found that certain molecules activated targets of NRF2/SKN-1. We also found that some molecules could extend the lifespan of *C. elegans*.

## Materials and Methods

### Small molecule screen library

We screened a “diversity library” that contains 104,121 small molecules (∼24K from ChemBridge; ∼50K from ChemDiv; and ∼30K from SPECS) selected to maximize the coverage of chemical space. Compounds were provided as 10 mM stocks by the Small Molecule Discovery Center (SMDC), and chemical information, including structures, simplified molecular-input line-entry system (SMILES) IDs, PubChem links and possible *in silico* docking, is available for query. The SMILES of 209 primary screen hits are shown in Supplemental Table 1.

### Cell culture & H_2_O_2_-resistance screen

For the screen, we used human lung-derived WI-38 cells at mid population doubling levels (PDLs ∼30; these cells undergo replicative senescence at PDL ∼50). Briefly, WI-38 cells were cultured in OptiMEM (Life Technologies) supplemented with 10% fetal bovine serum (FBS). In a 384 multi-well format, 2,000 cells were added in 50 μl medium per well, using a WellMate (Thermo Fisher) liquid dispenser and cultured in a CO_2_ incubator at 37° for 24 hr. Small molecules were introduced from stock plates with a 384-well formatted set of 50 nL stainless steel pin-tool (V&P Scientific) on a Biomek FXP (Beckman) automation workstation to 10 μM final concentration (in 0.1% DMSO), a typical single-concentration assay dose shown to produce high structural diversity in many small-molecule screens (Walters and Namchuk 2003). The negative (0.1% DMSO-treated cells, n = 32) or positive (50 nM calyculin-treated cells, n = 32) controls were assigned to columns 1 & 2 or 23 & 24 respectively on the 384-well cell-culture plates to reduce potential cross-contamination with library compounds. Twenty-four hours later, the cells were subjected to a 3-hour stress treatment with 700 μM H_2_O_2_, and viability was assessed using CellTiter-Glo reagent (Promega), measuring luminescence signals on an Analyst HT (Molecule Devices) plate reader.

### Imaging analysis

A high-content imaging assay was developed as a secondary approach to validate our screen hits. Briefly, cells were pre-incubated with small molecules for 24 hr and then subjected to H_2_O_2_ for 3 hr (in several experiments; multiple, consecutive times points were included for analysis). Hoechst 33342 (Life Technologies) (10 μg/ml final concentration) and propidium iodide (Life Technologies) (2.5 μM final concentration) were added for the last 30 min. Fluorescent images of cells were collected on the INCell Analyzer 2000 automated microscope (GE Healthcare) (10X objective) and further analyzed with the Developer ToolBox software (GE Healthcare; version 1.9).

### RNA-seq analysis

For RNA-seq analysis, WI-38 cells were treated with Gr-4D (2.5 μM final, a dose confirmed to promote H_2_O_2_-resistance in a paralleled experiment – see Supplemental Figure 6) from two different vendors (CB, ChemBridge; MP, MolPort), 0.1% DMSO control or no DMSO mock control (n = 6 each) in the absence of H_2_O_2_ for 24 hr and then processed for RNA isolation with the RNeasy kit (Qiagen). Total RNA (375ng, normalized) was used for each sample to prepare Illumina TruSeq Stranded mRNA library, following the manufacturer’s instructions. Multiplexed samples were analyzed on an Illumina HiSeq 4000 to obtain transcript reads. The resulting reads were processed using our in-house analysis pipeline to obtain transcript abundance. Genes that showed significant change of expression (normalized to DMSO-treated control samples) were identified (with false discovery rate < 0.05, 1.5-fold) and subjected to pathway analysis, using tools including PANTHER (v14.0, http://pantherdb.org/) and Enrichr (http://amp.pharm.mssm.edu/Enrichr/). The iLINCS database (http://www.ilincs.org/ilincs/signatures/main/upload) was used for comparison analysis to identify perturbations that produced expression profiles similar to those produced by our small molecules.

### Lifespan assays in C. elegans

Given the caveat of lifespan-assay variations for *C. elegans* studies, lifespan analysis was carried out using several different culture conditions (in liquid and on plates, in different food concentrations, using live or UV- & kanamycin-treated bacteria). Molecules were analyzed at the highest dose (∼60 μM, 0.3% DMSO, as a higher DMSO concentration has been reported to extend lifespan of *C. elegans*). Liquid culture-based lifespan assays were performed, following the protocol of others (Solis and Petrascheck 2011). Briefly, synchronized L1s of wild-type animals were fed ampicillin-resistant OP50 bacteria and treated with small molecules (∼60 μM final concentration, 0.3% DMSO) at the young-adult stage. FUDR was used at 100 μM final concentration at the L4 stage to block progeny production. The molecules were analyzed in 96-well plates, with 4 wells for each small molecule. Multiple control wells with DMSO (0.3% final concentration) were included on each plate. Small molecules were also analyzed for their ability to extend lifespan on solid agar, as described by others (Cabreiro *et al.* 2013). Hypochlorite-synchronized temperature-sensitive sterile mutants, CF4059, [*fer-15(*rrf-3*) (**b26**)II **rol-6**(**su1006**)II*; *fem-1**(**hc17**)IV*], were raised on 10-cm agar plates seeded with OP50 bacteria at 25°. Sterile day-1 adults were transferred onto mini-plates, which were seeded with normal OP50 bacteria (UV-irradiated, kanamycin-treated) and supplemented with small molecules (∼60 μM final concentration, 0.2% DMSO). Worms were scored every other day. Cumulative survival was analyzed using the STATA software (log-rank test).

Additional methods are described in Supplemental Text: the screen flow with technical details, the CdCl_2_-resistance assay, the DPPH assay of ROS scavengers, the AmplexRed assay of hydrogen peroxide, the assay of PARP inhibition, the analysis of small molecules’ effects on cell confluency, DNA-damage markers, mTOR activity and poly(Q) toxicity, plus microarray analysis and qPCR analysis. The H_2_O_2_-stress assay and analysis of pathway-activity reporters in *C. elegans* and methods for *C. elegans* RNAi are also included in Supplemental Text.

### Data availability

Table S1 shows the chemical identities of 209 primary hits, plus 61 top hits and 32 core-set hits analyzed. Table S2 shows the cell death-imaging analysis to confirm protective effects of small molecules against H_2_O_2_. Table S3 shows that certain small molecules also protect cells from heavy metal cadmium. Table S4 indicates the effects of small molecules on DNA damage-associated markers and ATP contents upon prolonged incubation. Table S5 lists the significant genes identified by RNA-seq (for Gr-4D) and microarrays (for other molecules). Table S6 shows the pathway analysis results. Table S7 shows that certain molecules might inhibit mTOR. Table S8 summarizes the effects of small molecules on *C. elegans*’ lifespan. Table S9 lists potential targets for our small molecules.

Figure S1 shows increased oxidative-stress resistance upon *AKT1* or *KEAP1* knockdown. Figure S2 shows Z-prime scores across the screen. Figure S3 indicates the analysis to exclude ROS scavengers. Figure S4 shows no obvious quenching of H_2_O_2_ by small molecules *in vitro*. Figure S5 indicates the long-term effects of small molecules on ATP levels and cell confluency. Figure S6 shows increased cell viability upon H_2_O_2_ treatment by small molecules in the RNA-seq and microarray experiment, as well as *NRF2* non-dependency for Gr-4D. Figure S7 displays the effects of small molecules on gene expression of WI-38 cells. Figure S8 indicates the analysis to identify PARP inhibitors. Figure S9 shows protective effects of certain small molecules against poly-Q toxicity. Figure S10 shows the effects of Gr-4D on *C. elegans* expressing reporters of genes related to pathways known to influence longevity, as well as the RNAi experiment to address the *sesn-1* dependency of the lifespan extension produced by Gr-4D.

The RNA-seq data for human WI-38 cells treated with the chalcone Gr-4D can be found at the GEO with the accession number GSE141675. Supplemental material available at figshare: https://doi.org/10.25387/g3.11292143.

## Results

### Small-molecule screen for oxidative-stress resistance

Primary skin fibroblasts from long-lived mouse mutants and long-lived animal species exhibit cellular resistance to the stressors hydrogen peroxide, cadmium and methyl methanesulfonate (MMS) (Harper *et al.* 2007; Harper *et al.* 2011; Salmon *et al.* 2005). For our screen, we used the WI-38 human primary-fibroblast cell line. Tumor cells were avoided because conditions that extend animal lifespan generally inhibit tumor cell growth (Kalaany and Sabatini 2009; Pinkston *et al.* 2006; Cheng *et al.* 2014). We note that not all types of cells derived from long-lived and stress-resistant animals are stress-resistant in culture. Some, such as hepatocytes, are more likely to undergo apoptosis (Kennedy *et al.* 2003). Likewise, human mammary epithelial cells incubated in IGF-1-deficient serum from humans defective in growth-hormone receptor are sensitized to die when exposed to hydrogen peroxide (Guevara-Aguirre *et al.* 2011).

In the screen, we looked for small molecules that increased cellular resistance to hydrogen peroxide (Figure 1). The screening flow is summarized in Figure 1 and detailed in Materials & Methods. Briefly, we screened a compound collection that contains 104,121 structurally diverse small molecules selected to maximize the coverage of chemical space. In our primary screen, we assessed cell viability by measuring ATP content. We selected a 3-hour treatment with 700 μM H_2_O_2_, as, importantly, small interfering RNAs (siRNAs) against the insulin/IGF-1 signal-transducing gene *AKT1* and the NRF2 inhibitor gene *KEAP1* both increased stress resistance under these conditions (Supplemental Figure 1), suggesting that we could recover the types of perturbations known to increase lifespan in animals. Altogether, we identified 209 small molecules (0.2% of molecules tested, at 10 μM) that produced signals at least 2.5-fold greater than the DMSO-treated negative control (Supplemental Table 1). We retested these candidates at six different concentrations (0.6 μM to 20 μM) and confirmed 127 that consistently produced protective effects against H_2_O_2_ at one or more of these doses (data not shown).

**Figure 1:**
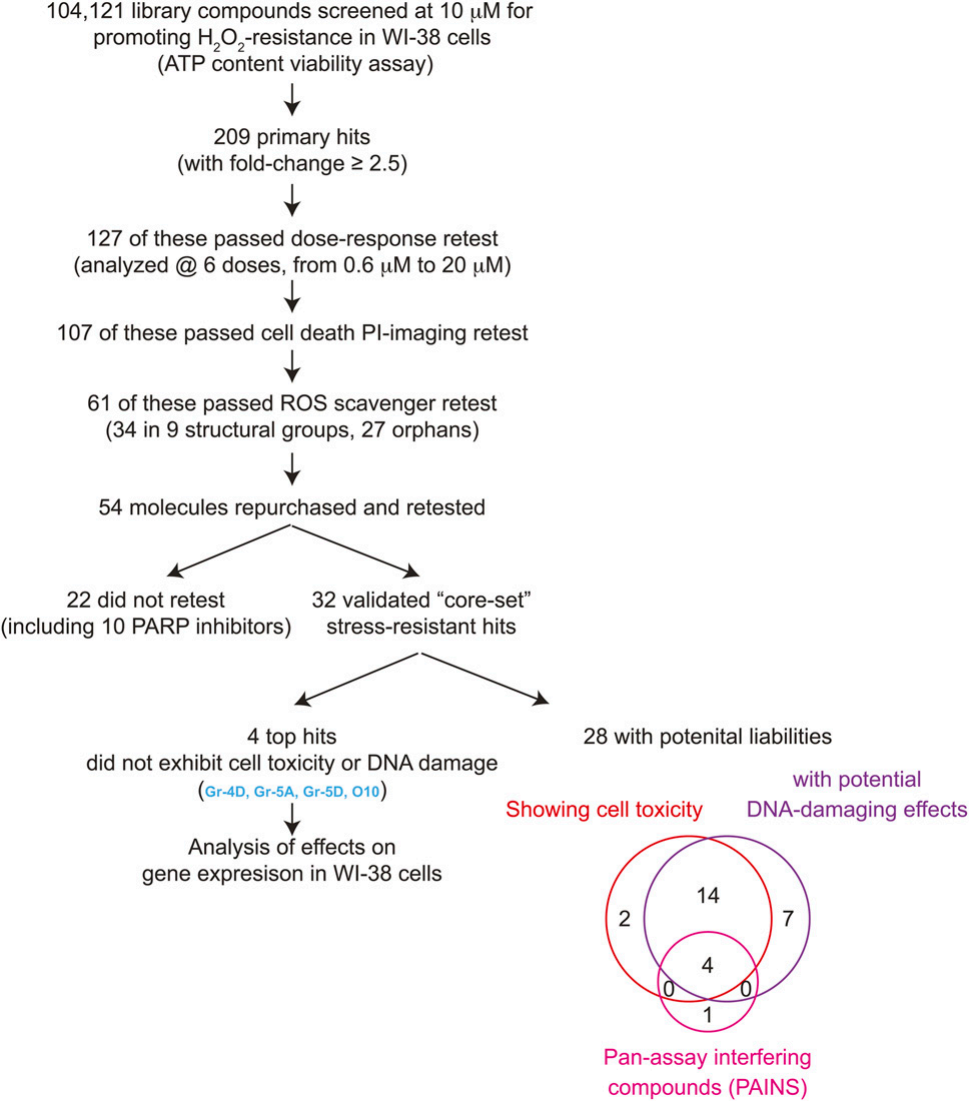
Summary of the small-molecule screen hits. A cell viability assay was performed for each of 104,121 compounds analyzed, by measuring ATP content, for WI-38 cells that were pre-incubated with 10 μM small molecules overnight and then treated with H_2_O_2_ for 3 hr. 209 primary hits were identified and subjected to a series of retests to eliminate false positives and ROS scavengers to yield the top 61 selected hits. Of these, a core set of 32 small molecules were validated and further analyzed in cells and in worms. Many molecules showed cell toxicity and potential DNA-damaging effects, and 4 top non-toxic molecules showing no liabilities were analyzed for their effects on gene expression in WI-38 cells.

To exclude molecules that did not increase stress resistance but instead somehow elevated cellular ATP levels, we also carried out a secondary imaging assay for cell viability. Using propidium iodide (PI), a cell non-permeable dye that stains DNA in late-apoptotic/necrotic cells when membrane integrity is lost, we identified 107 compounds that reduced the percentage of dead cells following H_2_O_2_ stress. Predictably, among the molecules that increased ATP levels but produced little or no protective effect in PI-imaging assays were several inhibitors of poly ADP-ribose polymerase (PARP) (see Supplemental Text). PARP consumes ATP to repair DNA damage; thus, its inhibition increases ATP levels without protecting cells from oxidative stress.

Among these 107 hits were 32 potential derivatives of 8-hydroxyquinoline (8-HQ), a well-known reactive oxygen species (ROS) scavenger that can protect cells from H_2_O_2_ stress (Wang *et al.* 2010). We excluded additional such compounds using an *in vitro* ROS scavenger assay (Supplemental Figure 3), leaving 61 primary hits (Figure 2; Supplemental Table 1). Of these, 27 had unique chemical structures (orphans), whereas 34 fell into one of nine structural classes containing either two or more members (Gr1 to Gr9), suggesting that they may act on common targets to protect cells from H_2_O_2_. These structures are shown in Supplemental Table 1.

**Figure 2:**
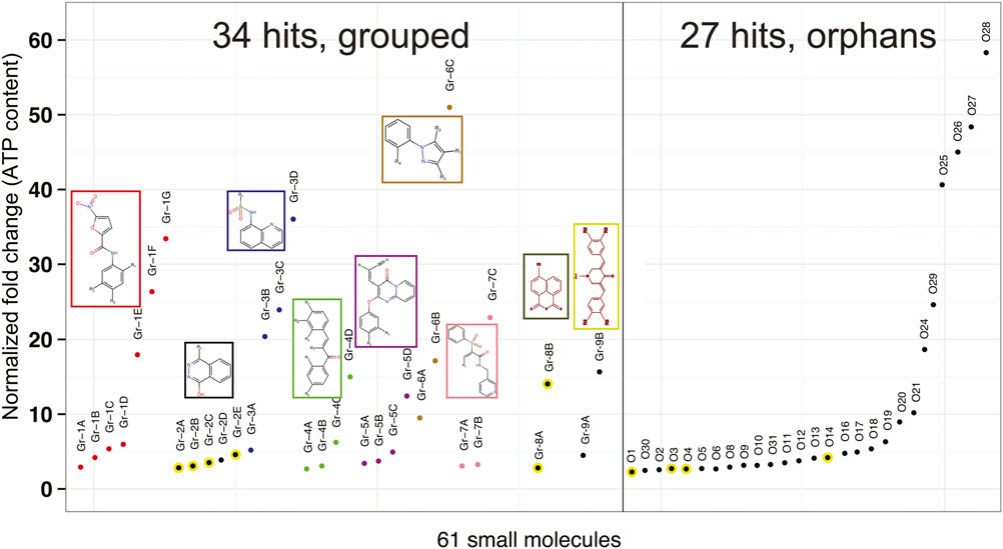
Summary of the top 61 hits that promote H_2_O_2_-resistance. Shown are normalized fold changes (ATP content) of H_2_O_2_-treated WI-38 cells, which were pre-incubated with each of the top 61 hit compounds that passed the initial selection criteria (see Figure 1). 34 molecules fell into one of nine groups (Gr-1 to 9, shown in different colors – core structures are shown) (see Supplemental Table 1 for structures). Each group comprised two or more members that share a similar core structure. In addition, we identified 27 orphan compounds. Yellow circles: PARP inhibitors (see Supplemental Figure 8).

We were able to obtain a fresh batch of 54 of the 61 compounds and verified their molecular masses, with 3 exceptions. However, we noted that, among these 51, several batches of compounds that we continued to analyze (Gr-5A, Gr-5B, Gr-6B, Gr-6C and O27) contained a second LC-MS peak, likely a modified species. We first verified, by performing an *in vitro* Amplex Red assay, that these molecules did not quench H_2_O_2_ (Supplemental Figure 4), excluding this as a possible explanation for their protective effects. We then confirmed in multiple independent experiments, by measuring ATP content and performing additional PI-imaging, that 32 molecules (excluding all the PARP inhibitors, some of which scored borderline in the PI-imaging assays) reproducibly protected WI-38 cells during H_2_O_2_ treatment (Supplemental Table 1 & 2). Hence these 32 small molecules became our “core set” of hits for further characterization (Table 1).

**Table 1.** Summary of core-set small molecule hits by their phenotypic assay scores. 32 core-set hits, including 24 that belong to 7 structural groups and 8 orphans, were analyzed in multiple longevity-correlated assays and their behaviors are shown in this table. Their relative effects in each assay are indicated (also see Supplemental Table 1). Shown first are four top hit compounds showing no obvious cell toxicity. Asterisk (*): five molecules with signature structures of pan-assay interference (PAIN) compounds. Small molecules’ relative effects in each assay are indicated by signs. Nine molecules extended *C. elegans’* lifespan in at least 3 to 4 trials (++). N.D. not determined. Besides, 22 of the 54 repurchased compounds are not shown because: 1) Two orphan compounds (O19 and O25) scored negatively in all tests, even the hydrogen peroxide retest, and were discarded. 2) For three molecules (Gr-6A, O12 and O17), their masses did not match the predicted values by LC-MS analysis. 3) The other seventeen, including all group-2 compounds that were confirmed to be PARP inhibitors, increased ATP content upon stress (and potentially are still interesting), yet did not score positively for the cell death-imaging assay.

	Cell-based assays						*C. elegans*-based assays		Liabilities	
ID	H_2_O_2_-resistant	CdCl_2_-resistant	Potential FOXO3 Activation (by qPCR assay)	Potential NRF2 Activation (by qPCR assay)	mTOR down-regulation	Protection from Huntington's poly-Q toxicity	H_2_O_2_-resistance in *C. elegans*	Lifespan-extending scores in *C. elegans*	Potential DNA-damaging	Potential toxicity based on ATP and confluency assays
Top, non-toxic molecules (4)										
Gr-4D	yes	++	no	++	no	no	+	+++	no	no
Gr-5A	yes	++	no	+	no	no	+	no	no	no
Gr-5D	yes	no	no	+	no	no	no	no	no	no
O10	yes	++	no	no	no	no	no	no	no	no
Others with potential liability (* potential PAINS, shown at the bottom) (28)										
Gr-1A	yes	+/?	no	no	no	+	+	no	+	no
Gr-1B	yes	++	no	no	no	no	+	+	+ or no	no
Gr-1C	yes	++	no	no	no	+	no	+	+	no
Gr-1D	yes	++	no	no	no	no	no	+	+	no
Gr-1E	yes	++	no	no	no	no	no	++	+	+
Gr-1F	yes	++	no	no	no	no	no	+	+	+
Gr-1G	yes	++	no	no	no	no	no	+	+	+
Gr-3A	yes	++	no	no	no	no	no	++	+	no
Gr-3B	yes	++	no	no	no	no	+	++	+	+
Gr-3C	yes	no	no	no	no	no	no	++	+	+
Gr-4A	yes	++	no	++	no	no	no	no	+ or no	+
Gr-4B	yes	++	no	++	no	no	no	+	no	+
Gr-4C	yes	no	no	++	no	no	no	no	no	+
Gr-5B	yes	no	no	+	no	no	no	no	+ or no	no
Gr-6B	yes	++	no	+	no	+	no	no	+ or no	+
Gr-7A	yes	N.D.	+	no	+	no	++	++	+	+
Gr-7B	yes	N.D.	no	no	+	no	+	no	+	+
Gr-7C	yes	no	+	+	+	+	no	no	+ or no	+
O11	yes	++	no	no	no	no	+	+	+ or no	+
O13	yes	+/?	no	+	no	no	+	+++	+ or no	+
O18	yes	no	no	+	no	no	no	+	+ or no	+
O20	yes	++	no	+	no	no	no	+	+ or no	no
O27	yes	++	no	no	+	no	no	−	+	+
O6 (* non-toxic)	yes	++	no	+	no	no	no	+	no	N.D.
O21 (*)	yes	no	no	no	no	no	no	no	+	+
Gr-6C (*)	yes	no	no	no	no	no	no	++	+	+
Gr-9A (*)	yes	N.D.	no	+	no	no	++	+	+ or no	+
Gr-9B (*)	yes	N.D.	+	no	no	no	+	++	+ or no	+

A second cellular stress that correlates well with organismal longevity is resistance to cadmium, which also produces ROS (Harper *et al.* 2007). Therefore, we analyzed the ability of our core-set small molecules to protect WI-38 cells from cadmium, using the same ATP assay. At least 18 molecules increased resistance to cadmium as well as H_2_O_2_ (in 2 of 2 trials, Supplemental Table 3). Furthermore, 22 validated hits also protected human primary dermal fibroblasts (isolated from the skin of multiple donors) from H_2_O_2_ (in 2 of 2 trials, Supplemental Table 2), demonstrating that their protective capacity was not limited to the WI-38 cell line. We also asked whether any molecules could increase resistance of cells to the DNA-damaging agent MMS, but none of our 32 core-set hits scored positively in this assay.

Finally, we sought to eliminate small molecules that had obvious toxicities at the lowest efficacious dose. To this end, we analyzed long-term effects of the core-set molecules on ATP levels and cell confluency in culture (see Supplemental Text; Supplemental Figure 5 & Supplemental Table 4), and we also tested their ability to induce proliferation arrest or DNA damage-associated markers in the absence of H_2_O_2_ (Supplemental Table 4). We found that 25 of our 32 core-set small molecules elicited signs of DNA damage; 20 of these also produced cell toxicity (assayed either by effects on ATP content or cell confluency) (Table 1). However, five molecules exhibited none of these potential liabilities: Gr-4D, Gr-5A, Gr-5D, O6 and O10 (see Supplemental Figure 5).

Electrophilic “pan assay interference compounds” (PAINS), due to their reactive nature, can produce non-specific effects in a chemical screen (Baell and Holloway 2010; Baell and Walters 2014) (See Supplemental Text for more discussions). Of our 32 core hits, one non-toxic compound, O6, fit the criteria of a PAIN, as did 4 of the toxic compounds. Because of their relatively attractive features for drug development, the 4 non-toxic, non-PAIN molecules (Gr-4D, Gr-5A, Gr-5D and O10) were investigated most extensively in this study. However, because the toxicity we observed with the other compounds could potentially be due to off-target effects, and, interestingly, because low levels of some toxic agents (such as paraquat) have been shown to induce protective responses that extend life, we ran several additional tests on all 32 compounds.

### Effects of hit compounds on gene expression

To gain insight into potential mechanisms by which the small molecules promoted oxidative stress-resistance, we performed RNA-seq analysis on our most promising hit, the chalcone Gr-4D, which extended the lifespan of *C. elegans* up to 50% (described below; see Figure 4 & Supplemental Table 8) and carried out microarray analysis of additional hits.

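WI-38 cells are diploid fibroblasts of human fetal lung that stop dividing after a limited number of doublings. Their polyadenylated RNA was sequenced in 4 groups of 6 libraries: cells given Gr-4D from ChemBridge (Gr-4D-CB), cells given Gr-4D from MolPort (Gr-4D-MP), vehicle controls with 0.1% DMSO, and mock controls with no DMSO. Treatment lasted 24 h without hydrogen peroxide, and stranded libraries were made from 375 ng of RNA. The paper gives the dose of Gr-4D as 2.5 μM, whereas the sample labels give 10 μM, and the paper's dose is used here. Gr-4D-MP replicate 1 carries labels of both Gr-4D-MP and untreated cells. It was taken as Gr-4D-MP, since the paper gives n = 6 for each group and 6 other libraries are labelled as having no DMSO. The paper calls the libraries of a group biological repeats, and no source used here says how their cultures were kept apart, so that p-values measure the spread between these libraries. The authors' values are TPM (the share of each gene among transcripts, after correction for length) for 57665 genes, which sum to 1000000 in each library. TPM keeps no record of the number of reads, so the depth of the libraries is unknown and no detection limit is given. Genes at a TPM of 1 or more numbered 14634 to 14772 per DMSO library (median 14690), 14830 to 15207 with Gr-4D-CB (median 14998.5), 14735 to 15003 with Gr-4D-MP (median 14898) and 14659 to 14789 with no DMSO (median 14740). Mitochondrially encoded transcripts took 7.84% ± 0.992 (SD, n = 6) of the TPM with DMSO, 7.90% ± 0.896 with Gr-4D-CB, 9.36% ± 0.525 with Gr-4D-MP and 7.71% ± 0.933 with no DMSO. Between libraries of one group, the log2 ratio of TPM had an SD of 0.115 to 0.218 over the 7888 genes at a TPM of 10 or more. Group means of log2(TPM + 1) were compared with limma's moderated test in 1 fit of all 24 libraries, over the 15755 genes at a TPM of 1 or more in at least 6 libraries, with p-values adjusted by Benjamini-Hochberg. In a second fit, chosen after seeing the data, a term was added for the 6 Gr-4D-MP libraries together with no DMSO replicates 5 and 6, which lay near them, against the other 16, and it is called here the shared term. It widened standard errors for Gr-4D-MP against DMSO by a median of 1.79 times. It also made the changes smaller as a set. Over the genes called with Gr-4D-MP without it, the median absolute log2 fold change went from 0.253 to 0.158. For a single gene, a lost call alone does not tell which of these applies. Fold changes are on this log2(TPM + 1) scale, which understates the changes of genes at low TPM. Reads from genes with near-identical copies can be divided between them in such values, so that *FTH1*, *AKR1C1*, *AKR1B10*, *GSTM1* and pseudogenes are uncertain. Lists of genes by pathway were written from general knowledge before the data files were opened, but with the paper known. Several lists cover pathways that the paper reports from these libraries, and some hold genes it names. Tests of those lists are therefore not independent of these data. Each list was tested with camera, a set test of limma with a preset correlation of 0.01 between genes. Gene positions are those of GENCODE release 29 on GRCh38.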

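Single genes set Gr-4D-treated cells apart from DMSO controls without passing the test between the vendors' groups. *SLC2A1*, which encodes the main glucose transporter of fibroblasts (ENSG00000117394.19, chromosome 1, 42925375 to 42959176), had a TPM of 711 ± 76.9 (mean ± SD, n = 6) with no DMSO, 806 ± 111 with DMSO, 455 ± 32.6 with Gr-4D-CB and 426 ± 14.2 with Gr-4D-MP. *ACTG2*, a smooth muscle actin (ENSG00000163017.13, chromosome 2, 73892314 to 73919865), was at 525 ± 21.0 with no DMSO, 375 ± 12.2 with DMSO, 255 ± 14.6 with Gr-4D-CB and 248 ± 8.37 with Gr-4D-MP. *SQSTM1*, an autophagy receptor (ENSG00000161011.19, chromosome 5, 179806398 to 179838078), was at 577 ± 22.4 with no DMSO, 993 ± 33.9 with DMSO, 1218 ± 72.6 with Gr-4D-CB and 1225 ± 46.9 with Gr-4D-MP. In log2 terms, the difference from DMSO was -0.82 with Gr-4D-CB and -0.91 with Gr-4D-MP (adjusted p = 7.76e-09 and 9.88e-10 from limma) for *SLC2A1*, -0.56 with Gr-4D-CB and -0.60 with Gr-4D-MP (adjusted p = 1.57e-11 and 5.06e-12 from limma) for *ACTG2* and 0.29 with Gr-4D-CB and 0.30 with Gr-4D-MP (adjusted p = 1.04e-06 and 4.46e-07 from limma) for *SQSTM1*, with 6 of 6 libraries of each Gr-4D group on the same side of the DMSO mean. For *SLC2A1*, DMSO and no DMSO libraries overlapped. Over the 12665 genes at a TPM of 1 or more in every library, each centred on its mean, Pearson's r between libraries of one group averaged 0.380 with DMSO (0.259 to 0.469 over 15 pairs), 0.492 with Gr-4D-CB (0.407 to 0.556), 0.599 with Gr-4D-MP (0.540 to 0.630) and 0.725 with no DMSO (0.635 to 0.803). Between groups, r averaged 0.255 for Gr-4D-CB with Gr-4D-MP (0.174 to 0.334 over 36 pairs), -0.0451 for Gr-4D-CB with DMSO, -0.196 for Gr-4D-MP with DMSO, -0.123 for DMSO with no DMSO, -0.524 for Gr-4D-CB with no DMSO and -0.513 for Gr-4D-MP with no DMSO. These correlations are across genes, which are not independent replicates. For 24 of 24 libraries the most similar library belonged to the same group, and average-linkage clustering on 1 minus r, taken at 4 clusters, gave the 4 groups. Mean r within groups exceeded mean r between groups by 0.740 (permutation test of the group labels for a difference at least as high, 100000 permutations, p = 1e-05, the smallest they can give).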

Unsupervised hierarchical clustering of the Gr-4D RNA-seq data (which considers global expression variations) showed that, as expected, biological repeats were closely correlated for each condition (Figure 3A). Similarly, this correlation was observed for controls or Gr-4D-treated samples in principal component analysis (Figure 3A). 

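Along the first component, mock cells, vehicle controls and Gr-4D-treated cells stood in that order, and single genes followed it. *FTH1*, the heavy chain of the iron store ferritin (ENSG00000167996.15, chromosome 11, 61959718 to 61967660), had a TPM of 3529 ± 46.3 (mean ± SD, n = 6) with no DMSO, 7241 ± 176 with DMSO, 11128 ± 345 with Gr-4D-CB and 10355 ± 367 with Gr-4D-MP. *HGF*, a growth factor that fibroblasts secrete (ENSG00000019991.15, chromosome 7, 81699008 to 81770438), ran the other way, at 254 ± 12.8 with no DMSO, 139 ± 13.3 with DMSO, 69.1 ± 3.18 with Gr-4D-CB and 74.7 ± 2.75 with Gr-4D-MP. The proliferation marker *MKI67* (ENSG00000148773.13, chromosome 10, 128096659 to 128126385) was at 35.6 ± 4.62 with no DMSO, 19.3 ± 1.31 with DMSO, 12.4 ± 1.24 with Gr-4D-CB and 11.1 ± 1.23 with Gr-4D-MP. Against DMSO, these were log2 fold changes of 0.62 with Gr-4D-CB and 0.52 with Gr-4D-MP (adjusted p = 5.87e-15 and 1.41e-13 from limma) for *FTH1*, -0.99 with Gr-4D-CB and -0.88 with Gr-4D-MP (adjusted p = 2.59e-13 and 2.33e-12 from limma) for *HGF* and -0.61 with Gr-4D-CB and -0.75 with Gr-4D-MP (adjusted p = 3.1e-06 and 8.57e-08 from limma) for *MKI67*, seen in 6 of 6 libraries of each Gr-4D group. The rise of *FTH1* was larger with Gr-4D-CB by the test between the vendors' groups, and 1 mock library lay apart from the others in *FTH1*. The first component held 48.8% of the variance, the second 13.3% and the third 6.95%, and 99.9%, 83.6% and 88.0% of each lay between groups (permutation test, 100000 permutations, p = 1e-05 for each, the smallest they can give). Scores on the first component were 28.9 ± 0.815 (mean ± SD, n = 6) with no DMSO, -0.737 ± 0.510 with DMSO, -13.4 ± 0.524 with Gr-4D-CB and -14.8 ± 0.350 with Gr-4D-MP. On the second component, Gr-4D-MP libraries had -11.0 ± 1.22, Gr-4D-CB libraries 3.40 ± 1.30 and DMSO libraries 11.5 ± 1.15. The third component parted Gr-4D-CB at -8.97 ± 0.647 from DMSO at 7.64 ± 1.84 and Gr-4D-MP at 3.43 ± 1.01. Mock replicates 5 and 6 lay apart from the other mock libraries on the second component, at -15.4 and -12.5 against -0.357 to 1.82, and so on the side of the Gr-4D-MP libraries (-13.0 to -9.33). On the third component they were at 4.53 and 2.72, among the Gr-4D-MP libraries (1.84 to 4.69) and apart from the other mock libraries (-5.84 to -3.77). With a term in the fit for these 2 mock libraries and the 6 Gr-4D-MP libraries (the shared term), chosen after seeing the data, 0 genes passed between the vendors' groups by limma (1280 at an unadjusted p under 0.05), against 3845 without it, and the difference between the vendors in *FTH1* was not called (adjusted p = 0.515 from limma). Standard errors were wider with this term. The median absolute log2 difference of the 3845 genes also fell, from 0.206 to 0.0810, so that a lost call alone does not tell which applies to a gene.

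**Figure D1:**
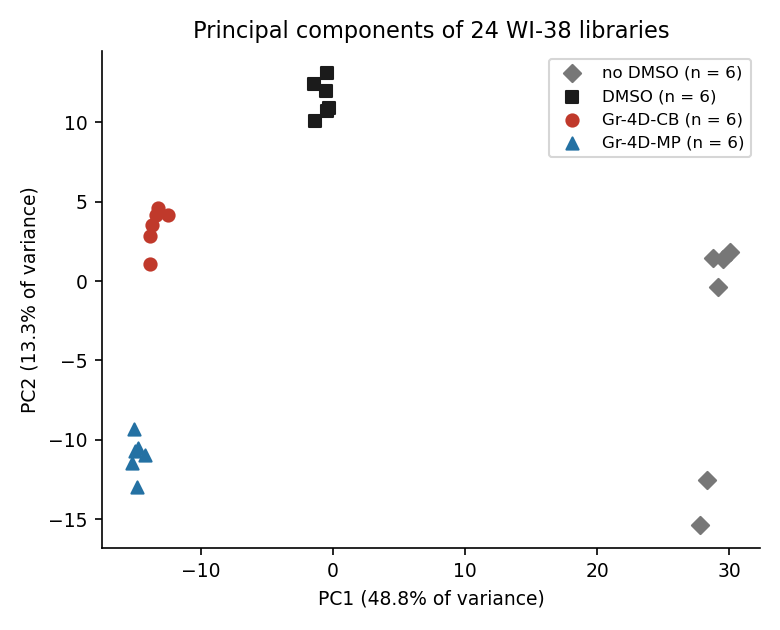
Scores of the 24 libraries on the first and second principal components of log2(TPM + 1), each axis with its share of the variance. Each point is 1 library, coloured by group, and the no DMSO libraries lie at the right, from 27.8 to 30.0 on the first component.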

Gr-4D caused rather small expression changes for most genes. 

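For the greater part of the 15755 genes tested, expression in Gr-4D-treated cells differed from that in DMSO controls by less than 1.25-fold. This held for 86.8% of genes with Gr-4D-CB and 82.2% with Gr-4D-MP, and the median absolute log2 fold change was 0.11 and 0.15. *AHR*, the xenobiotic receptor (ENSG00000106546.12, chromosome 7, 16916359 to 17346152), rose by such a small step, from a TPM of 20.9 ± 1.19 (mean ± SD, n = 6) with DMSO to 25.7 ± 2.45 with Gr-4D-CB and 24.8 ± 1.78 with Gr-4D-MP. Its log2 fold changes were 0.28 with Gr-4D-CB (standard error 0.072, adjusted p = 0.00436) and 0.23 with Gr-4D-MP (standard error 0.072, adjusted p = 0.0115, limma). *MDM4*, a paralog of the ubiquitin ligase gene *MDM2* (ENSG00000198625.12, chromosome 1, 204516379 to 204558120), was at 4.82 ± 0.460 with DMSO, 4.70 ± 1.69 with Gr-4D-CB and 4.17 ± 0.964 with Gr-4D-MP, and its log2 fold changes of -0.086 with Gr-4D-CB and -0.18 with Gr-4D-MP (adjusted p = 0.771 and 0.434 from limma) did not pass the test. Small changes were still called where libraries differed little within groups. With Gr-4D-CB, 4216 genes passed an adjusted p of 0.05 from limma, 2224 of them higher and 1992 lower than with DMSO. After median-of-ratios scaling that split was 1710 higher and 2465 lower, and with length and GC trends removed 2009 higher and 2317 lower. With Gr-4D-MP, 6294 genes passed, 2749 higher and 3545 lower. That balance turned as well, to 3321 higher and 3038 lower after upper-quartile scaling, and to 3194 higher and 3071 lower without mitochondrial genes and 3106 higher and 3086 lower with length and GC trends removed, settings chosen after seeing the data. When a term shared by the Gr-4D-MP libraries and mock replicates 5 and 6 was added to the fit, also chosen after seeing the data, 1631 genes passed with Gr-4D-MP, 408 higher and 1223 lower. Standard errors for Gr-4D-MP were then wider by a median of 1.79 times. Over the 6294 genes called without the term, the median absolute log2 fold change went from 0.253 to 0.158. With the 6 pairs of the other 4 mock libraries in place of replicates 5 and 6, 3840 to 4273 genes passed. Replicates 5 and 6 then stay among the libraries set against Gr-4D-MP, which enlarges its changes, so that these pairs are no neutral reference. Pairs of replicate 5 or 6 with 1 other mock library left 1621 to 2344 genes. The rise of *AHR* with Gr-4D-MP was not called with the shared term (adjusted p = 0.627 from limma). Of the genes called without it, 69.2% with Gr-4D-CB and 66.9% with Gr-4D-MP changed by less than 1.25-fold, and 40 and 98 changed by more than 2-fold.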

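Among the genes moved by Gr-4D from both vendors were genes of secreted proteins and of a scavenger receptor. *HTRA3*, a secreted serine protease (ENSG00000170801.9, chromosome 4, 8269765 to 8307111), had a TPM of 9.63 ± 0.994 with DMSO, 26.3 ± 1.62 with Gr-4D-CB and 20.5 ± 1.06 with Gr-4D-MP (mean ± SD, n = 6). *SPP1*, which encodes the matrix protein osteopontin (ENSG00000118785.13, chromosome 4, 87975650 to 87983426), was at 1.21 ± 0.311 with DMSO, 4.22 ± 0.606 with Gr-4D-CB and 3.06 ± 0.433 with Gr-4D-MP, and *ANGPTL4*, an inhibitor of lipoprotein lipase (ENSG00000167772.11, chromosome 19, 8363289 to 8374373), at 14.9 ± 1.90 with DMSO, 29.04 ± 2.47 with Gr-4D-CB and 28.4 ± 1.74 with Gr-4D-MP. The secreted metalloproteinase *ADAMTS8* (ENSG00000134917.9, chromosome 11, 130404925 to 130428993) fell from 19.3 ± 4.74 with DMSO to 2.33 ± 0.517 with Gr-4D-CB and 3.10 ± 0.729 with Gr-4D-MP. *CEMIP*, which takes part in the breakdown of hyaluronan (ENSG00000103888.15, chromosome 15, 80779343 to 80951776), and the scavenger receptor *COLEC12* (ENSG00000158270.11, chromosome 18, 316740 to 500722) fell as well. With no DMSO, *ADAMTS8* was at 4.29 ± 0.430 and *COLEC12* at 6.603 ± 0.498, and every DMSO library lay above every library of the other groups in both genes. The other 4 genes were at 10.8 ± 0.943 for *HTRA3*, 1.45 ± 0.318 for *SPP1*, 12.9 ± 1.02 for *ANGPTL4* and 49.1 ± 2.13 for *CEMIP* with no DMSO. Mock cells differed from DMSO controls by log2 fold changes of -1.91 for *ADAMTS8* and -1.11 for *COLEC12* (adjusted p = 2.19e-11 and 3.24e-14 from limma). The log2 fold changes were 1.36 with Gr-4D-CB and 1.02 with Gr-4D-MP (adjusted p = 5.88e-14 and 7.4e-12 from limma) for *HTRA3*, 1.25 with Gr-4D-CB and 0.89 with Gr-4D-MP (adjusted p = 3.17e-09 and 4.48e-07 from limma) for *SPP1* and 0.93 with Gr-4D-CB and 0.89 with Gr-4D-MP (adjusted p = 3.17e-10 and 3.82e-10 from limma) for *ANGPTL4*. They were -2.59 with Gr-4D-CB and -2.29 with Gr-4D-MP (adjusted p = 4.9e-13 and 4.25e-12 from limma) for *ADAMTS8*, -1.68 with Gr-4D-CB and -1.47 with Gr-4D-MP (adjusted p = 5.87e-15 and 5.77e-14 from limma) for *CEMIP* and -1.21 with Gr-4D-CB and -1.20 with Gr-4D-MP (adjusted p = 4.26e-14 and 4.46e-14 from limma) for *COLEC12*. In each of these 6 genes, 6 of 6 libraries of either Gr-4D group lay on the same side of the DMSO mean, and the changes of *HTRA3*, *SPP1* and *CEMIP* were larger with Gr-4D-CB by the test between the vendors' groups. That difference was no longer called for *CEMIP* without Gr-4D-MP replicate 1, or for *SPP1* with the deposited log2 values, or for any of the 3 with a term shared by the Gr-4D-MP libraries and mock replicates 5 and 6, chosen after seeing the data (adjusted p = 0.574, 0.804 and 0.666 from limma). Such a term widens standard errors. It also made the differences called between the vendors smaller as a set, so that a lost call alone does not tell which applies. Genes that passed an adjusted p of 0.05 from limma and changed at least 1.5-fold in the same direction with both vendors' Gr-4D numbered 158, of which 51 were higher and 107 lower, and 134 are annotated as protein coding. Of the 107 lower genes, 23 were also lower and 67 higher with no DMSO than with DMSO by limma, and of the 51 higher genes, 13 were also higher and 17 lower, in comparisons that share the DMSO libraries. Across all 15755 genes, the log2 fold changes of Gr-4D-CB and Gr-4D-MP had a Pearson's r of 0.602 and a covariance of 0.0468. Both comparisons use the DMSO libraries, and unchanged groups simulated against the same controls gave 0.494 and 0.0166. With the DMSO libraries divided between the vendors, r was 0.326 (0.300 to 0.350 over 20 divisions). Genes called higher with both numbered 1314, against 388 for independent lists of these sizes, and genes called lower with both numbered 1587, against 448, a reference that leaves out the shared DMSO libraries. The simulated unchanged groups had at most 1 called gene per fit, too few for an overlap to be read from them. With the DMSO libraries divided, the genes called higher with both averaged 764 (738 to 797) against 201 for independent lists, and those called lower with both averaged 1126 (1070 to 1184) against 271. The count of 158 depends on the threshold: 18 genes passed a test against the 1.5-fold change itself, and 296 passed with a pseudocount of 0.1, chosen after seeing the data. It was 122 with the shared term (35 higher and 87 lower, and 104 of them among the 158), with an r between the vendors' changes of 0.474.

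**Figure D2:**
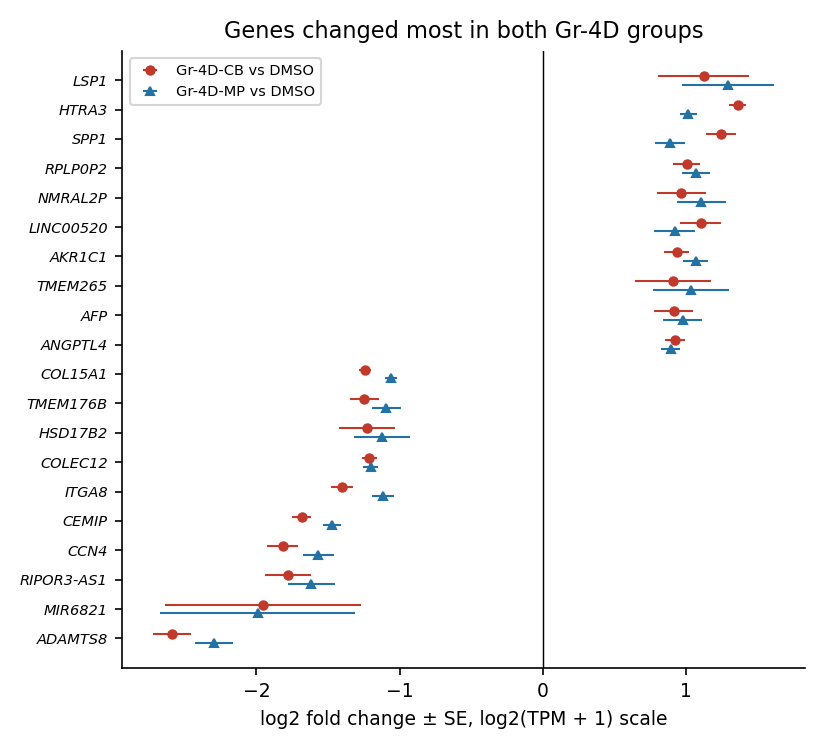
Log2 fold changes against DMSO of the 10 genes with the largest rises and the 10 with the largest falls common to both vendors' Gr-4D, ranked by the smaller of the vendors' changes. Points are estimates from limma on log2(TPM + 1) and bars are standard errors. *ADAMTS8* shows the largest fall, and the set includes pseudogenes, a microRNA gene and the antisense gene *RIPOR3-AS1*, whose reads may belong to other genes.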

We identified 115 genes whose expression was altered by at least 1.5-fold (*vs.* DMSO control, false discovery rate < 0.05) consistently in cells treated with Gr-4D molecules from two different vendors (Figure 3B & Supplemental Table 5A). Analysis of these genes did not suggest an obvious enrichment of genes involved in specific biological pathways. 

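The genes changed at least 1.5-fold with both vendors' Gr-4D included 9 genes of the G1/S transition, and all 9 were lower. Among them were *MYBL2*, *MCM10*, *CDC45* and *CCNE2*, which encodes a cyclin of the G1/S transition. *MYBL2*, a transcription factor of proliferating cells (ENSG00000101057.15, chromosome 20, 43667019 to 43716496), had a TPM of 11.8 ± 0.556 with DMSO, 6.22 ± 0.379 with Gr-4D-CB and 5.12 ± 0.203 with Gr-4D-MP (mean ± SD, n = 6). *CDC45*, part of the replicative helicase (ENSG00000093009.9, chromosome 22, 19479459 to 19520612), was at 10.1 ± 1.25 with DMSO, 5.51 ± 0.542 with Gr-4D-CB and 5.07 ± 0.624 with Gr-4D-MP. The log2 fold changes were -0.83 with Gr-4D-CB and -1.07 with Gr-4D-MP (adjusted p = 6.85e-13 and 1.47e-14 from limma) for *MYBL2*, whose fall was larger with Gr-4D-MP by the test between the vendors' groups, and -0.76 with Gr-4D-CB and -0.87 with Gr-4D-MP (adjusted p = 4.61e-08 and 4.67e-09 from limma) for *CDC45*. *MCM10*, a replication initiation factor (ENSG00000065328.16, chromosome 10, 13161554 to 13211104), had -0.82 with Gr-4D-CB and -0.87 with Gr-4D-MP (adjusted p = 1.79e-05 and 4.69e-06 from limma).  Of 42 tested genes on the list of G1/S and E2F targets, 9 were in this set against 0.421 by chance (adjusted p = 8.22e-09, Fisher's exact test, two-sided, against the 15755 genes tested). The list of DNA replication had 3 of 35 (*MCM2*, *MCM4* and *MCM5*, all lower; adjusted p = 0.0384, Fisher's exact test). *MCM5*, a subunit of the replicative helicase (ENSG00000100297.15, chromosome 22, 35400063 to 35425430), had log2 fold changes of -0.63 with Gr-4D-CB and -0.78 with Gr-4D-MP (adjusted p = 2.22e-08 and 4.57e-10 from limma). Cholesterol synthesis had 3 of 25 (*HMGCS1*, *INSIG1* and *MSMO1*, all higher; adjusted p = 0.0194, Fisher's exact test), and the list of laminins, fibronectin and other matrix ligands had 3 of 25 (*ELN* and *LAMB1* lower, *SPP1* higher; adjusted p = 0.0194, Fisher's exact test). *HMGCS1*, an early enzyme of the sterol pathway (ENSG00000112972.14, chromosome 5, 43289395 to 43313512), changed by 0.64 with Gr-4D-CB and 0.64 with Gr-4D-MP (adjusted p = 1.79e-11 and 1.46e-11 from limma). *INSIG1*, a sterol sensor (ENSG00000186480.12, chromosome 7, 155297776 to 155310235), changed by 0.74 with Gr-4D-CB and 0.76 with Gr-4D-MP (adjusted p = 1.65e-12 and 1.09e-12 from limma). The elastin gene *ELN* (ENSG00000049540.16, chromosome 7, 74027789 to 74069907) changed by -0.64 with Gr-4D-CB and -0.66 with Gr-4D-MP (adjusted p = 1.72e-05 and 6.9e-06 from limma), and the laminin chain gene *LAMB1* (ENSG00000091136.13, chromosome 7, 107923799 to 108003255) by -0.61 with Gr-4D-CB and -0.63 with Gr-4D-MP (adjusted p = 1.98e-13 and 1.5e-13 from limma). Of the 30 lists tested, the other 26 were not enriched at an adjusted p of 0.05, among them integrins (2 of 16, adjusted p = 0.0654), collagens (2 of 27, adjusted p = 0.112) and NRF2 targets (2 of 35, adjusted p = 0.159) by Fisher's exact test. With a term shared by the Gr-4D-MP libraries and mock replicates 5 and 6 in the fit, G1/S (adjusted p = 1.91e-11) and DNA replication (adjusted p = 0.000104) were enriched at 1.5-fold, and cholesterol synthesis (adjusted p = 0.0794) and matrix ligands (adjusted p = 0.0794) were not by Fisher's exact test, and the difference between the vendors in *MYBL2* was not called (adjusted p = 0.701 from limma). PI3K/AKT signaling (3 genes, adjusted p = 0.0292) and endothelial markers (2 genes, adjusted p = 0.00178) were then enriched as well by Fisher's exact test. That term and the enrichment at 1.5-fold were chosen after seeing the data, and the lists differ from the pathway collections that the paper used.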

When we expanded our analysis to 550 significant genes whose expression showed a modest change (≥ 1.25-fold), we observed an enrichment of genes involved in integrin signaling, including multiple collagen-encoding genes whose expression was down-regulated, suggesting an attenuation of this pathway (Figure 3C & Supplemental Table 6A). 

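Collagen genes fell with Gr-4D from both vendors, and integrin genes moved both ways. Of 27 tested collagen genes, 19 were lower with Gr-4D-CB at an adjusted p under 0.05 from limma and 8 did not pass, and 22 were lower with Gr-4D-MP and 5 did not pass (20 and 22 lower adjusted over the list alone). *COL15A1*, a collagen of basement membrane zones (ENSG00000204291.10, chromosome 9, 98943179 to 99070792), had a TPM of 12.5 ± 0.549 with DMSO, 4.72 ± 0.240 with Gr-4D-CB and 5.48 ± 0.269 with Gr-4D-MP (mean ± SD, n = 6). *COL5A1*, a fibril-forming collagen (ENSG00000130635.15, chromosome 9, 134641774 to 134844843), was at 182 ± 10.9 with DMSO, 113 ± 9.66 with Gr-4D-CB and 114 ± 5.31 with Gr-4D-MP, with 1 DMSO library at 202 and the others from 169 to 181. *COL14A1*, a collagen bound to fibrils (ENSG00000187955.11, chromosome 8, 120059780 to 120372036), was at 2.46 ± 0.947 with DMSO, 1.07 ± 0.235 with Gr-4D-CB and 1.25 ± 0.151 with Gr-4D-MP. The log2 fold changes were -1.24 with Gr-4D-CB and -1.06 with Gr-4D-MP (adjusted p = 1.91e-15 and 1.96e-14 from limma) for *COL15A1*, -0.68 with Gr-4D-CB and -0.67 with Gr-4D-MP (adjusted p = 8.74e-10 and 7.85e-10 from limma) for *COL5A1* and -0.71 with Gr-4D-CB and -0.58 with Gr-4D-MP (adjusted p = 0.000164 and 0.000776 from limma) for *COL14A1*, with 6 of 6 libraries of each group below the DMSO mean. The falls of *COL15A1* and *ITGA8* were larger with Gr-4D-CB by the test between the vendors' groups. As a set, collagens were lower than other genes by camera (adjusted p = 2.09e-14 with Gr-4D-CB and 1.79e-10 with Gr-4D-MP; adjusted p = 0.0151 and 0.0416 with an estimated correlation). Genes changed at least 1.25-fold with both vendors' Gr-4D numbered 832 (307 higher, 525 lower), and 13 of them were collagens (adjusted p = 1.71e-09, Fisher's exact test). Of 16 tested integrin genes, 3 were higher and 8 lower with Gr-4D-CB, and 4 were higher and 8 lower with Gr-4D-MP by limma, with the same counts adjusted over the list alone. *ITGA8*, a receptor chain for fibronectin and other ligands (ENSG00000077943.7, chromosome 10, 15513949 to 15720125), fell from a TPM of 7.85 ± 0.793 with DMSO to 2.35 ± 0.278 and 3.09 ± 0.386. *ITGA1*, a collagen receptor chain (ENSG00000213949.8, chromosome 5, 52787896 to 52959210), fell from 71.8 ± 6.11 to 45.6 ± 3.07 and 40.6 ± 1.32. *ITGA6*, a laminin receptor chain (ENSG00000091409.14, chromosome 2, 172427354 to 172506282), rose from 40.4 ± 3.61 to 54.1 ± 2.23 and 52.9 ± 2.24, with 1 Gr-4D-MP library above the other 5. Their log2 fold changes were -1.40 with Gr-4D-CB and -1.11 with Gr-4D-MP (adjusted p = 1.65e-12 and 7.13e-11 from limma) for *ITGA8*, -0.64 with Gr-4D-CB and -0.81 with Gr-4D-MP (adjusted p = 2.58e-08 and 4.66e-10 from limma) for *ITGA1* and 0.42 with Gr-4D-CB and 0.39 with Gr-4D-MP (adjusted p = 6.27e-07 and 1.25e-06 from limma) for *ITGA6*. Mock cells with no DMSO differed from DMSO controls in the same direction, by log2 fold changes of -0.60 for *COL14A1*, -0.64 for *ITGA8*, -0.43 for *ITGA1* and 0.61 for *ITGA6* (adjusted p = 0.000443, 1.92e-07, 3.02e-06 and 3.81e-10 from limma). By camera, integrins as a set passed with Gr-4D-CB (adjusted p = 0.00576; adjusted p = 0.0326 with an estimated correlation) and not with Gr-4D-MP (adjusted p = 0.21), and by the test between the vendors' groups the list did not differ past the threshold (adjusted p = 0.352; adjusted p = 0.621 with an estimated correlation). Of the 832 genes, 4 were integrins (adjusted p = 0.0169, Fisher's exact test). When a term shared by the Gr-4D-MP libraries and mock replicates 5 and 6 was added to the fit, chosen after seeing the data, the fall of *COL14A1* with Gr-4D-MP was not called (adjusted p = 0.112 from limma), nor were the differences between the vendors in *COL15A1* and *ITGA8* (adjusted p = 0.284 and 0.505 from limma). The term widens standard errors and, over the called genes as a set, also made the changes smaller. The median absolute log2 fold change went from 0.253 to 0.158 with Gr-4D-MP, and from 0.206 to 0.0810 between the vendors. For a single gene, a lost call alone does not tell which applies. By camera, integrins then passed with Gr-4D-MP (adjusted p = 0.0362; adjusted p = 0.0911 with an estimated correlation), and collagens still did (adjusted p = 1.25e-07), though not with an estimated correlation (adjusted p = 0.0853). Of the 27 collagen genes, that term left 11 called lower and none higher with Gr-4D-MP by limma. Only 6 of the 27 were higher in no DMSO replicates 5 and 6 than in the other mock libraries (median log2 difference -0.0945). Among 31 integrin adaptors and kinases, 5 were higher and 14 lower with Gr-4D-CB (the same adjusted over the list alone), and 1 was higher and 23 lower with Gr-4D-MP (24 lower adjusted over the list alone). Camera gave adjusted p = 0.000836 and 3.94e-08 for these adaptors, and adjusted p = 0.161 and 0.0372 with an estimated correlation. Between the vendors' groups, 14 adaptors were higher and 1 lower with Gr-4D-CB by limma (15 and 1 adjusted over the list alone), and the list differed by camera (adjusted p = 7.38e-05) but not with an estimated correlation (adjusted p = 0.483). With the shared term, 1 adaptor was higher and 12 were lower with Gr-4D-MP by limma, and none was called between the vendors' groups. The adaptors still passed camera with that term, with Gr-4D-MP (adjusted p = 1.19e-06) and between the vendors' groups (adjusted p = 0.00106), but not with an estimated correlation (adjusted p = 0.0853 and 0.546). Among 25 laminins, fibronectin and other matrix ligands, 3 were higher and 11 lower with Gr-4D-CB, and 2 were higher and 13 lower with Gr-4D-MP (3 higher and 13 lower adjusted over the list alone). Here camera gave adjusted p = 0.00112 and 0.000835, and adjusted p = 0.161 and 0.166 with an estimated correlation. The shared term left 3 of these ligands higher and 7 lower with Gr-4D-MP by limma. Matrix ligands made up 8 of the 832 genes (adjusted p = 0.000121, Fisher's exact test) and integrin adaptors 1 (adjusted p = 1).

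**Figure D3:**
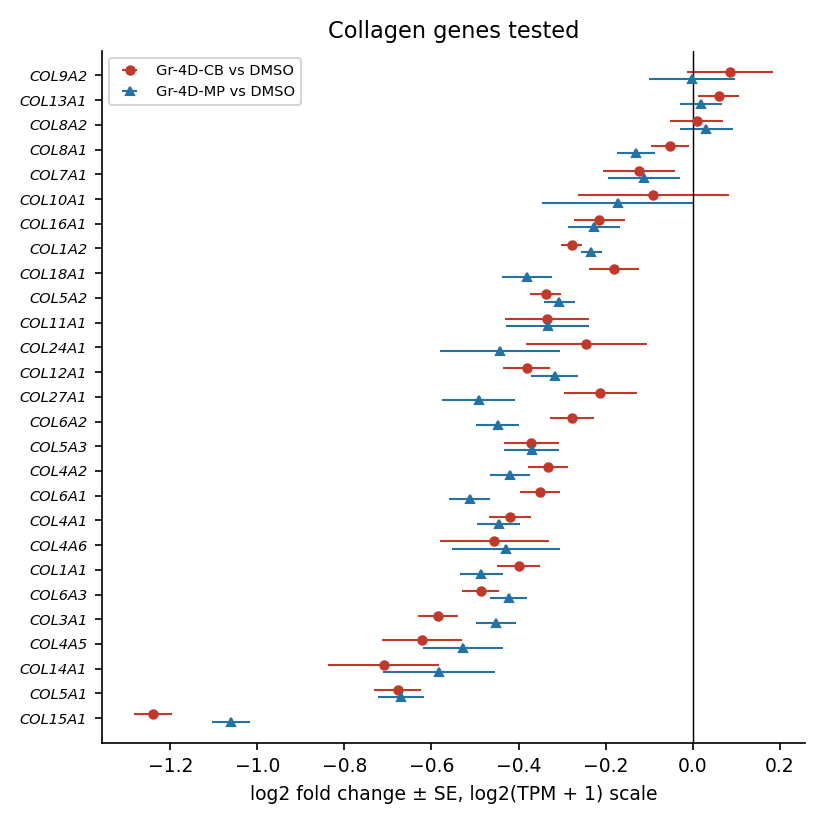
Log2 fold changes against DMSO of the 27 tested collagen genes with Gr-4D-CB and Gr-4D-MP, on the log2(TPM + 1) scale. Points are estimates from limma, bars are standard errors, and a value under 0 is lower than with DMSO, as in the 19 genes called lower with both.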

Further analysis using the Enrichr suite, which integrates multiple types of pathway analysis tools, suggested a significant enrichment of genes involved in DNA replication, cell cycle regulation, PI3K/AKT and TGF-beta signaling (Figure 3C & Supplemental Table 6).

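Genes of DNA replication and of cell division fell with Gr-4D from both vendors, while the lists of PI3K/AKT and TGF-beta signaling held genes that rose and genes that fell. Of 40 tested genes of G2/M and mitosis, 35 were lower with Gr-4D-CB and 36 with Gr-4D-MP at an adjusted p under 0.05 from limma, and the other 5 and 4 did not pass (36 and 38 lower adjusted over the list alone). Of 42 G1/S and E2F targets, 33 were lower and 2 higher with Gr-4D-CB, and 35 lower and 1 higher with Gr-4D-MP (3 and 2 higher adjusted over the list alone). Of 35 genes of DNA replication, 26 were lower and 1 higher with Gr-4D-CB, and 24 lower and 4 higher with Gr-4D-MP (2 higher with Gr-4D-CB, and 27 lower and 5 higher with Gr-4D-MP, adjusted over the list alone). *MCM4*, a subunit of the replicative helicase (ENSG00000104738.16, chromosome 8, 47960185 to 47978160), had a TPM of 68.0 ± 6.14 with DMSO, 43.2 ± 4.95 with Gr-4D-CB and 33.6 ± 3.39 with Gr-4D-MP (mean ± SD, n = 6), and its fall was larger with Gr-4D-MP by the test between the vendors' groups. *GMNN*, which encodes geminin, the brake on relicensing of origins (ENSG00000112312.9, chromosome 6, 24774931 to 24786099), was at 32.5 ± 1.98 with DMSO, 26.1 ± 1.58 with Gr-4D-CB and 24.5 ± 2.08 with Gr-4D-MP. *BUB1B*, a kinase of the spindle checkpoint (ENSG00000156970.12, chromosome 15, 40161023 to 40221136), was at 16.7 ± 1.44 with DMSO, 10.3 ± 0.515 with Gr-4D-CB and 9.25 ± 0.793 with Gr-4D-MP. The log2 fold changes were -0.65 with Gr-4D-CB and -0.996 with Gr-4D-MP (adjusted p = 2.34e-06 and 1.93e-09 from limma) for *MCM4*, -0.31 with Gr-4D-CB and -0.40 with Gr-4D-MP (adjusted p = 0.000121 and 2.78e-06 from limma) for *GMNN* and -0.64 with Gr-4D-CB and -0.79 with Gr-4D-MP (adjusted p = 1.14e-08 and 3.18e-10 from limma) for *BUB1B*, with 6 of 6 libraries of each group below the DMSO mean. By camera, the adjusted p with Gr-4D-CB and Gr-4D-MP was 2.49e-28 and 1.66e-23 for G2/M, 8.8e-19 and 2.32e-12 for G1/S, and 4.19e-13 and 7.61e-08 for DNA replication, and each of these calls held with an estimated correlation. Among the genes changed at least 1.25-fold with both vendors' Gr-4D, 24 were of G2/M (adjusted p = 1.35e-19), 21 of G1/S (adjusted p = 3.3e-15) and 17 of DNA replication (adjusted p = 3.04e-12, Fisher's exact test). Of 41 genes of PI3K/AKT signaling, 5 were higher and 15 lower with Gr-4D-CB, and 5 were higher and 23 lower with Gr-4D-MP (6 higher adjusted over the list alone). The growth factors *FGF7* (ENSG00000140285.9, chromosome 15, 49423096 to 49488775) and *IGF2* (ENSG00000167244.18, chromosome 11, 2129112 to 2149603) fell, with log2 fold changes of -0.74 with Gr-4D-CB and -0.61 with Gr-4D-MP (adjusted p = 2.08e-10 and 3.15e-09 from limma) for *FGF7* and -0.57 with Gr-4D-CB and -0.87 with Gr-4D-MP (adjusted p = 3.4e-10 and 2.01e-13 from limma) for *IGF2*. *AKT1*, the kinase of this pathway (ENSG00000142208.15, chromosome 14, 104769349 to 104795751), was at 158 ± 2.81 with DMSO, 146 ± 7.15 with Gr-4D-CB and 133 ± 5.60 with Gr-4D-MP, a log2 fold change of -0.11 with Gr-4D-CB and -0.24 with Gr-4D-MP (adjusted p = 0.0273 and 1.64e-05 from limma). The falls of *IGF2* and *AKT1* were larger with Gr-4D-MP by the test between the vendors' groups, which for *AKT1* was no longer passed after median-of-ratios scaling. For *AKT1*, 1 DMSO library lay below the other 5. Camera gave adjusted p = 0.000412 and 0.000191 for PI3K/AKT signaling, and adjusted p = 0.0813 and 0.0699 with an estimated correlation. Of the genes changed at least 1.25-fold, 8 were on this list (adjusted p = 0.00322, Fisher's exact test). Of 41 genes of the TGF-beta pathway, 7 were higher and 14 lower with Gr-4D-CB (16 lower adjusted over the list alone), and 6 were higher and 20 lower with Gr-4D-MP. The ligand gene *BMP2* (ENSG00000125845.6, chromosome 20, 6767664 to 6780280) fell, whereas *ID1* (ENSG00000125968.8, chromosome 20, 31605283 to 31606515) and *ID3* (ENSG00000117318.8, chromosome 1, 23557918 to 23559794), which are targets of BMP signaling, and *FST* (ENSG00000134363.11, chromosome 5, 53480409 to 53487134), which encodes an inhibitor of activin, rose. Their log2 fold changes were -0.83 with Gr-4D-CB and -0.76 with Gr-4D-MP (adjusted p = 2.57e-06 and 5.64e-06 from limma) for *BMP2*, in which 1 Gr-4D-MP library lay above the other 5, 0.77 with Gr-4D-CB and 0.68 with Gr-4D-MP (adjusted p = 5.37e-06 and 1.49e-05 from limma) for *ID3* and 0.54 with Gr-4D-CB and 0.52 with Gr-4D-MP (adjusted p = 3.68e-10 and 3.75e-10 from limma) for *FST*, which with no DMSO was also higher than with DMSO, at 0.11 (adjusted p = 0.0273 from limma). *ID1* rose more with Gr-4D-CB by the test between the vendors' groups, at 1.01 with Gr-4D-CB and 0.53 with Gr-4D-MP (adjusted p = 5.37e-09 and 3.8e-05 from limma). Camera gave adjusted p = 0.00373 and 0.00637 for the TGF-beta list, and adjusted p = 0.161 and 0.175 with an estimated correlation. It held 12 of the genes changed at least 1.25-fold (adjusted p = 4.98e-06, Fisher's exact test). When a term shared by the Gr-4D-MP libraries and mock replicates 5 and 6 was added to the fit, chosen after seeing the data, the differences between the vendors in *MCM4*, *IGF2*, *AKT1* and *ID1* were not called (adjusted p = 0.906, 0.699, 0.997 and 0.551 from limma), nor were the changes of *AKT1* and *ID3* with Gr-4D-MP (adjusted p = 0.274 and 0.21 from limma). With Gr-4D-MP, 33 G2/M genes, 24 G1/S genes and 18 genes of DNA replication were then lower and none higher by limma, and the 3 lists passed camera (adjusted p = 4.27e-34, 2e-17 and 2.82e-14). The PI3K/AKT list then had none higher and 10 lower with Gr-4D-MP by limma, and the TGF-beta list 3 higher and 9 lower. Camera gave adjusted p = 0.000379 and 0.0185 for these 2 lists, and adjusted p = 0.109 and 0.275 with an estimated correlation.

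**Figure D4:**
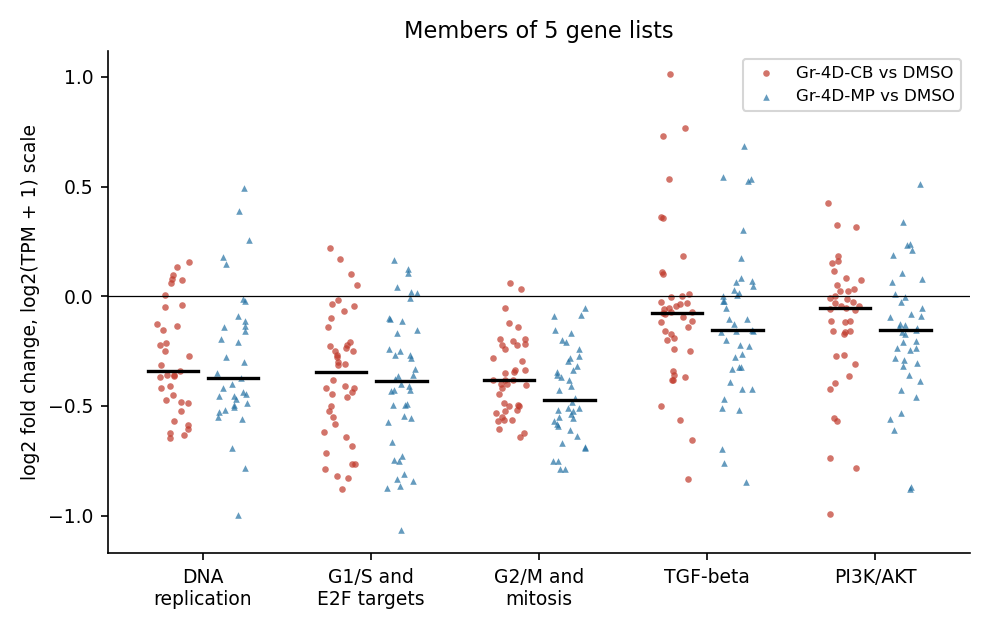
Log2 fold changes against DMSO of the tested members of 5 gene lists (DNA replication, G1/S, G2/M, PI3K/AKT and TGF-beta) with Gr-4D-CB and Gr-4D-MP, on the log2(TPM + 1) scale. Each point is 1 gene and each black bar a median, which for G2/M lies at -0.38 with Gr-4D-CB and -0.47 with Gr-4D-MP.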

**Figure 3:**
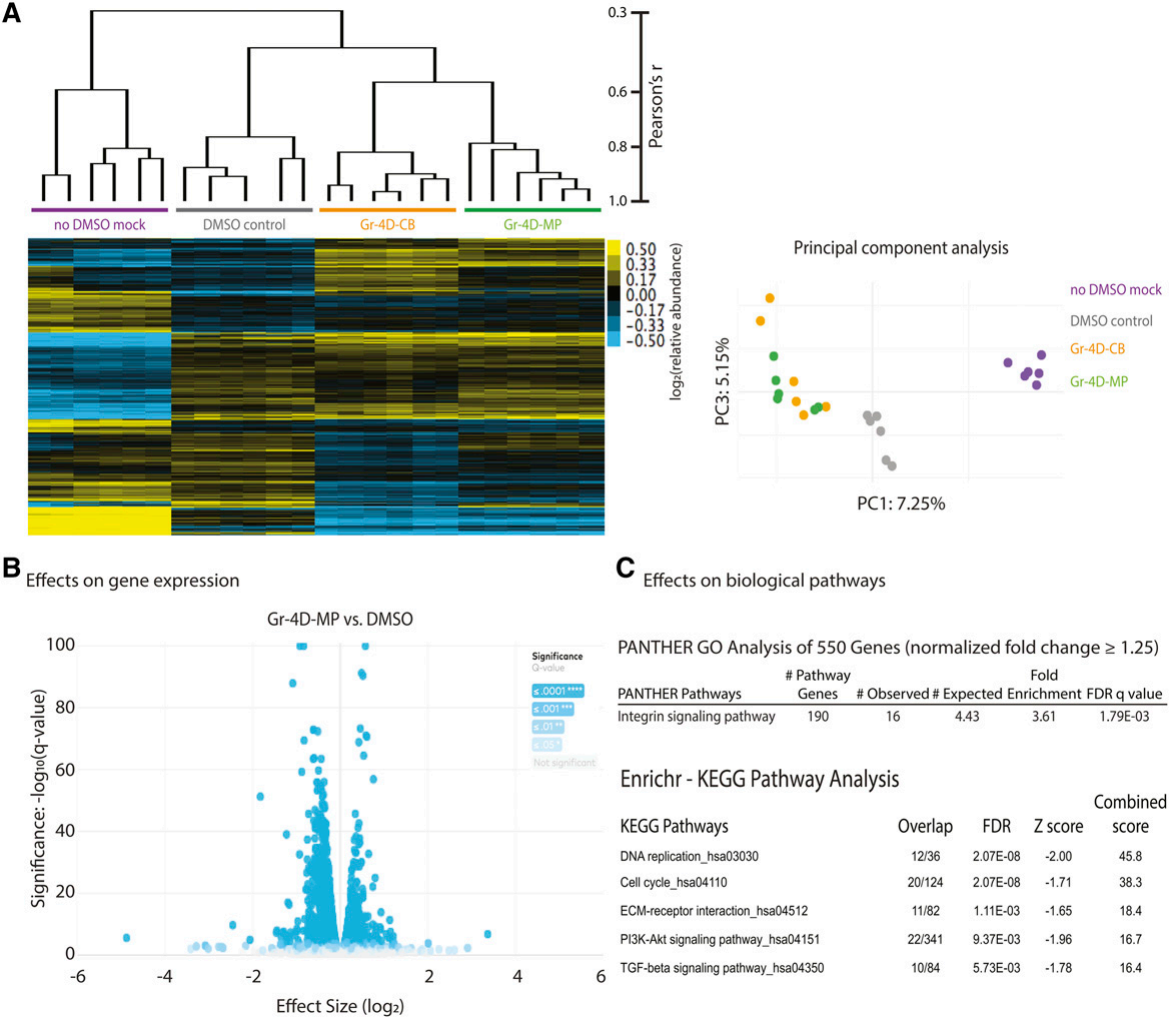
Effects of Gr-4D on gene expression of WI-38 cells. A) Pearson’s correlation between global transcriptional profiles for cells treated with Gr-4D. Shown are the normalized gene expression matrices (transcripts per million, TPM values) of the 8,000 genes detected in every RNA-seq sample, grouped by unsupervised clustering using Pearson correlation coefficient as a distance metric. Note that most DMSO (0.1%) controls were clustered together on the tree, as were the no-DMSO mock controls or samples treated with Gr-4D (2.5 μM) from two different vendors (CB, ChemBridge; MP, MolPort). This correlation was observed also in the principal component analysis (PCA), by projecting two major components (PC1 and PC3), which explained 7.25% and 5.15% variation of global gene expression, respectively. B) Volcano plot showing effects of Gr-4D on gene expression. Shown are the normalized expression level (X axis) and FDR-adjusted significance (Y axis) for one Gr-4D (from MolPort). Each dot represents a gene that was differentially expressed in WI-38 cells upon treatment with Gr-4D (see Supplemental Table 5). C) Pathway analysis indicating effects of Gr-4D on certain pathways. Shown are the top pathways affected (by PANTHER analysis of 550 significant genes, with FDR-adjust q value of overlap with the known pathway genes < 0.05; or by Enrichr-KEGG pathway analysis, with a ranking score combining both FDR and z score > 10) (see Supplemental Table 6A).

Among the 550 genes modestly changed upon Gr-4D treatment, we did not observe a strong signature for the longevity-associated gene *FOXO3*, but we did observe a modest induction of a number of NRF2 target genes, including nuclear receptor *NR0B1*, NAD(P)H dehydrogenase *NQO1*, aldo-keto reductases *AKR1B10* and *AKR1C1* (Supplemental Table 5A). This was noteworthy, because NRF2/SKN-1 is a key regulator of oxidative stress and xenobiotic phase 2 detoxification, and it can extend animal lifespan (Tullet *et al.* 2008; Sykiotis and Bohmann 2008). 

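Targets of the stress factor FOXO3 moved both ways with Gr-4D, and the NRF2 target genes *NQO1*, *AKR1C1* and *AKR1B10* rose with both vendors' compound. Of 17 tested FOXO3 targets, 5 were higher and 5 lower with Gr-4D-CB, and 4 were higher and 4 lower with Gr-4D-MP at an adjusted p under 0.05 from limma (5 and 5, and 5 and 7, adjusted over the list alone). As a set they did not stand apart from other genes by camera (adjusted p = 0.623 and 0.542). Of these 17 genes, 4 were called higher and 2 lower in both Gr-4D groups, and the list was not enriched among the genes changed at least 1.25-fold in both (adjusted p = 1, Fisher's exact test). The catalase gene *CAT* (ENSG00000121691.4, chromosome 11, 34438925 to 34472062) and *GADD45A*, a gene of the DNA damage response (ENSG00000116717.11, chromosome 1, 67685061 to 67688338), were higher, with log2 fold changes of 0.31 with Gr-4D-CB and 0.27 with Gr-4D-MP (adjusted p = 7.36e-10 and 5.11e-09 from limma) for *CAT* and 0.20 with Gr-4D-CB and 0.24 with Gr-4D-MP (adjusted p = 0.0017 and 0.000141 from limma) for *GADD45A*. *TXNIP*, which encodes a thioredoxin inhibitor (ENSG00000265972.5, chromosome 1, 145992435 to 145996600), was lower at -0.36 with Gr-4D-CB and -0.16 with Gr-4D-MP (adjusted p = 8.2e-07 and 0.00512 from limma), with the larger fall after Gr-4D-CB by the test between the vendors' groups. The superoxide dismutase gene *SOD2* (ENSG00000112096.16, chromosome 6, 159669057 to 159745186) had -0.32 with Gr-4D-CB and -0.15 with Gr-4D-MP (adjusted p = 0.000636 and 0.0724 from limma), which passed with Gr-4D-CB and not with Gr-4D-MP, although 5 of 6 Gr-4D-CB and 6 of 6 Gr-4D-MP libraries lay below the DMSO mean (exact permutation test, p = 0.0108 and 0.00433). Between the vendors' groups, its adjusted p was 0.0608 from limma. *DDB1*, a DNA repair gene (ENSG00000167986.13, chromosome 11, 61299451 to 61342596), had 0.043 with Gr-4D-CB and 0.038 with Gr-4D-MP (adjusted p = 0.298 and 0.316 from limma), which did not pass the test. *FOXO3* itself (ENSG00000118689.14, chromosome 6, 108559835 to 108684774) was at a TPM of 33.4 ± 1.37 with DMSO, 29.6 ± 0.705 with Gr-4D-CB and 28.5 ± 1.56 with Gr-4D-MP (mean ± SD, n = 6), or -0.17 with Gr-4D-CB and -0.22 with Gr-4D-MP (adjusted p = 0.00115 and 2.98e-05 from limma) on the log2 scale. In mock cells with no DMSO, *TXNIP*, *SOD2* and *FOXO3* were also lower than in DMSO controls, by log2 fold changes of -0.55 for *TXNIP*, -0.53 for *SOD2* and -0.48 for *FOXO3* (adjusted p = 2.67e-10, 3.26e-07 and 1.18e-10 from limma). *NQO1*, a quinone reductase (ENSG00000181019.12, chromosome 16, 69706996 to 69726951), was at a TPM of 833 ± 12.6 with DMSO, 1175 ± 26.9 with Gr-4D-CB and 1277 ± 24.6 with Gr-4D-MP. *AKR1C1* (ENSG00000187134.13, chromosome 10, 4963253 to 4983283) was at 8.30 ± 1.46 with DMSO, 16.6 ± 0.420 with Gr-4D-CB and 18.4 ± 1.74 with Gr-4D-MP, and *AKR1B10* (ENSG00000198074.9, chromosome 7, 134527592 to 134541408) at 0.702 ± 0.146 with DMSO, 1.78 ± 0.266 with Gr-4D-CB and 1.68 ± 0.255 with Gr-4D-MP. The log2 fold changes were 0.50 with Gr-4D-CB and 0.62 with Gr-4D-MP (adjusted p = 7.66e-13 and 2.39e-14 from limma) for *NQO1*, 0.94 with Gr-4D-CB and 1.07 with Gr-4D-MP (adjusted p = 1.21e-08 and 1.02e-09 from limma) for *AKR1C1* and 0.71 with Gr-4D-CB and 0.65 with Gr-4D-MP (adjusted p = 4.3e-06 and 8.12e-06 from limma) for *AKR1B10*. In all 3 genes, 6 of 6 libraries of each Gr-4D group lay above every DMSO library (exact permutation test, p = 0.00216, the smallest that 6 libraries against 6 allow). The rise of *NQO1* was larger with Gr-4D-MP by the test between the vendors' groups. Mock cells with no DMSO differed from DMSO controls by log2 differences of -0.97 for *NQO1*, -1.08 for *AKR1C1* and 0.14 for *AKR1B10* (exact permutation test, p = 0.00216, 0.00216 and 0.162). A term shared by the Gr-4D-MP libraries and mock replicates 5 and 6, added to the fit after seeing the data, ended the calls between the vendors for *TXNIP* and *NQO1* (adjusted p = 0.716 and 0.915 from limma) and those with Gr-4D-MP for *GADD45A*, *FOXO3* and *AKR1B10* (adjusted p = 0.136, 0.15 and 0.148 from limma). That term widens standard errors. It also made called changes smaller as a set, so that an ended call alone does not tell which applies to a gene. *NR0B1*, a nuclear receptor without a DNA-binding domain (ENSG00000169297.7, chromosome X, 30304206 to 30309598), lay below the filter on low TPM, at 0.206 ± 0.0858 with DMSO, 0.568 ± 0.262 with Gr-4D-CB and 0.597 ± 0.188 with Gr-4D-MP. Above every DMSO library lay 5 of 6 Gr-4D-CB libraries (exact permutation test, two-sided, p = 0.00433) and 6 of 6 Gr-4D-MP libraries (p = 0.00216 from the same exact test). With no filter on low TPM, its log2 fold changes were 0.37 and 0.40 (adjusted p = 0.0239 and 0.00804 from limma).

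**Figure D5:**
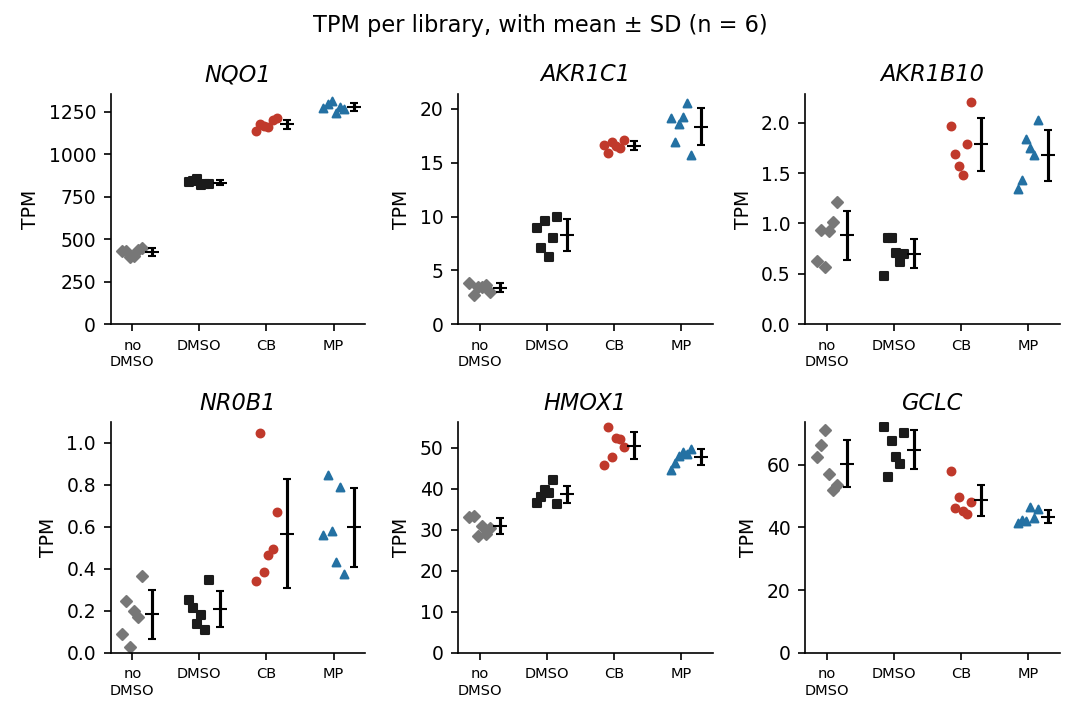
TPM of *NQO1*, *AKR1C1*, *AKR1B10*, *NR0B1*, *HMOX1* and *GCLC* in each library of WI-38 cells with no DMSO, 0.1% DMSO, Gr-4D from ChemBridge (CB) or Gr-4D from MolPort (MP). Points are libraries, and bars are means ± SD (n = 6). For *NQO1* the Gr-4D-CB libraries lie from 1138 to 1211 and the DMSO libraries from 819 to 852.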

We also asked whether Gr-4D’s expression profile resembled any signatures identified under other conditions in the iLINCs database, including gene knockdowns and small-molecule perturbations. Interestingly, *KEAP1* knockdowns, which activate NRF2, scored at the top among the genetic perturbations that produced profiles significantly resembling Gr-4D’s signature (Supplemental Table 6). These results suggested that Gr-4D could elicit a modest activation of NRF2, consistent with its identity as a chalcone (see Properties of Hit Molecules), compound known to activate NRF2.

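Most NRF2 target genes rose modestly with Gr-4D from both vendors, and a few fell. Of 35 tested targets, 27 were higher and 3 lower with Gr-4D-CB, and 23 were higher and 5 lower with Gr-4D-MP at an adjusted p under 0.05 from limma (28 and 4, and 25 and 5, adjusted over the list alone). In both Gr-4D groups, 21 were higher and 3 lower. The median log2 fold change of the list was 0.25 with Gr-4D-CB and 0.23 with Gr-4D-MP. By camera the list was higher than other genes (adjusted p = 4.19e-13 and 5.46e-09; adjusted p = 0.000375 and 0.00267 with an estimated correlation). Of the genes changed at least 1.25-fold with both vendors' Gr-4D, 9 were NRF2 targets, 8 of them higher, against 1.85 by chance (adjusted p = 0.000234, Fisher's exact test). The list includes *NQO1*, *AKR1B10* and *AKR1C1*, which the paper names as induced in these libraries, so that these tests are not independent of its report. With no DMSO, 28 of the 35 targets were lower and 1 higher than with DMSO by limma, at a median log2 fold change of -0.51. By that median, the control groups differed more in these genes than Gr-4D-treated cells did from DMSO controls. *HMOX1*, which encodes the heme-degrading enzyme heme oxygenase 1 (ENSG00000100292.16, chromosome 22, 35380361 to 35394214), had a TPM of 38.6 ± 2.14 with DMSO, 50.6 ± 3.37 with Gr-4D-CB and 47.8 ± 1.91 with Gr-4D-MP (mean ± SD, n = 6). *GSTM1*, a glutathione transferase with close paralogs (ENSG00000134184.12, chromosome 1, 109687814 to 109709039), was at 70.6 ± 3.77 with DMSO, 79.1 ± 3.31 with Gr-4D-CB and 76.2 ± 4.13 with Gr-4D-MP. *GCLC*, the catalytic subunit of the enzyme that begins glutathione synthesis (ENSG00000001084.10, chromosome 6, 53497341 to 53616970), fell from 64.8 ± 6.19 with DMSO to 48.6 ± 5.01 with Gr-4D-CB and 43.5 ± 2.10 with Gr-4D-MP. The log2 fold changes were 0.38 with Gr-4D-CB and 0.30 with Gr-4D-MP (adjusted p = 9.64e-07 and 1.52e-05 from limma) for *HMOX1*, 0.16 with Gr-4D-CB and 0.11 with Gr-4D-MP (adjusted p = 0.00331 and 0.0338 from limma) for *GSTM1* and -0.41 with Gr-4D-CB and -0.56 with Gr-4D-MP (adjusted p = 0.000198 and 2.15e-06 from limma) for *GCLC*, and 6 of 6 libraries of each group lay on the given side of the DMSO mean. With trends of gene length and GC content removed, chosen after seeing the data, *GSTM1* was no longer called. A term shared by the Gr-4D-MP libraries and mock replicates 5 and 6, also chosen after seeing the data, ended the calls with Gr-4D-MP for *GSTM1*, *GCLC* and *NFE2L2* (adjusted p = 0.39, 0.137 and 0.112 from limma), and left 16 of the 35 targets higher and 1 lower with Gr-4D-MP, a list still higher by camera (adjusted p = 1.52e-13; adjusted p = 0.000599 with an estimated correlation). Because that term widens standard errors and also made called changes smaller as a set, an ended call alone does not tell which applies. *NFE2L2*, the gene of NRF2 itself (ENSG00000116044.15, chromosome 2, 177227595 to 177392697), was at 153 ± 6.54 with DMSO and lower at 135 ± 3.63 with Gr-4D-CB and 132 ± 4.05 with Gr-4D-MP, a log2 fold change of -0.18 with Gr-4D-CB and -0.21 with Gr-4D-MP (adjusted p = 0.000123 and 1e-05 from limma). With no DMSO it was also lower than with DMSO, at -0.70 (adjusted p = 1.91e-14 from limma). *KEAP1*, which encodes the repressor of NRF2 (ENSG00000079999.13, chromosome 19, 10486120 to 10503741), had log2 fold changes of 0.06 with Gr-4D-CB and 0.10 with Gr-4D-MP (adjusted p = 0.514 and 0.218 from limma), which did not pass the test. The paper draws on the rise of NRF2 target genes and on a resemblance of the Gr-4D profile to those of *KEAP1* knockdowns, not analysed here. From these it proposes that Gr-4D could activate NRF2 to a modest degree, and it relates this to Gr-4D being a chalcone. Its further evidence comes from RT-qPCR of NRF2-regulated genes and from tests of *skn-1* in *C. elegans*. It also reports that Gr-4D still protected WI-38 cells from hydrogen peroxide after knockdown of *NRF2*.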

We also noted that inhibitors of heat shock protein 90 (HSP90) and histone deacetylases (HDACs), as well as inhibitors of the proteasome, were among the top chemical perturbations that produced gene expression signatures showing very strong and positive correlations to Gr-4D’s (Supplemental Table 6A). HSP90 is known to form a complex with aryl hydrocarbon receptor (AhR), a ligand-activated transcription factor that regulates genes such as xenobiotic metabolizing enzymes (Prodromou 2016). Dissociation of HSP90 upon xenobiotic stimulation could facilitate activation of AhR and enhance NRF2 activity in response to oxidative and xenobiotic stress (Tan and Wahli 2014). Interestingly, HDAC inhibitors, which could cause hyperacetylation and inhibition of HSP90 (Kovacs *et al.* 2005), protected neurons against oxidative stress-induced cell death *in vitro* and *in vivo* (Langley *et al.* 2005). Finally, the proteasome inhibitor MG-132 induced nuclear translocation of NRF2 in human vascular endothelial cells (Sahni *et al.* 2008), and Nrf2-dependent induction of proteasome and immunoproteasome promoted adaptation to oxidative stress in mouse embryonic fibroblasts (Pickering *et al.* 2012). Consistent with these findings, we observed that siRNA knockdown of several proteasome subunits enhanced resistance of WI-38 cells to H_2_O_2_.

We also analyzed gene expression by microarray analysis of WI-38 cells treated with 3 other non-toxic molecules (Gr-5A, Gr-5D and O10). For comparison, we included other members of the structural group 4, which produced long-term toxicity. We also included the other group-5 molecule Gr-5B, which, despite its modest induction of TP53BP1, did not appear to exert obvious cell toxicity.

The toxic molecules produced numerous gene-expression changes, but, like Gr-4D, the non-toxic hit compounds induced relatively few significant gene changes (typically less than 500) in the absence of H_2_O_2_ [using Statistical Analysis of Microarrays (SAM) (Tusher *et al.* 2001), which focuses on highly affected changes] (Supplemental Table 5B). Unsupervised hierarchical clustering of the global gene expression profile showed that biological repeats were also closely correlated, as were the multiple rapamycin-treatment controls (Supplemental Figure 7). Similarly, profiles for the toxic group-4 members also resembled one another and formed a distinctive cluster. Unlike with SAM, using this method, we found that group-5 molecules (Gr-5B & Gr-5D) that share a core structure were loosely correlated with each other. None of the other compounds clustered together.

We performed SAM to identify genes that showed significant changes for each condition (Supplemental Table 5B), and further analyzed their effects on biological systems using pathway analysis tools. Our pathway analysis indicated that, for example, the non-toxic Gr-5A molecule affected genes involved in prostaglandin biosynthesis (Supplemental Table 6). The other group-5 molecule Gr-5D, despite its structural similarity to Gr-5A, affected genes involved in response to DNA damage and stress, as suggested by the downregulation of multiple genes encoding histones and the up-regulation of genes encoding heat shock proteins. The orphan molecule O10 appeared to induce the integrated stress response (ISR) mediated by ATF4 and PERK, as suggested by the up-regulation of the ISR regulator *CHOP*/*DDIT3*, asparagine synthetase *ASNS* and insulin like growth factor binding protein 1 *IGFBP1*, which is known to be induced by ATF4 upon ER stress (Marchand *et al.* 2006). Interestingly, ATF4 is up-regulated in long-lived mutant mice (Li *et al.* 2014). Finally, gene changes induced by the toxic group-4 molecules were strongly and consistently enriched within the NRF2-mediated oxidative stress-response pathway, as suggested by the induction of multiple antioxidant and xenobiotic stress response genes (Supplemental Table 5B & 6B).

### Effects of hit compounds on known longevity pathways

In addition to analyzing gene expression in cells treated with our 4 best stress resistance-inducing molecules, we also examined all 32 hit compounds from our screen in cellular assays relevant to the biology of aging. Specifically, we asked whether they could activate proteins known to extend lifespan, inhibit mTOR signaling, and/or attenuate toxic protein aggregation (see Supplemental Text for protein aggregation data).

#### NRF2:

In our microarray experiments, a clear signature of NRF2 activity, detected using pathway analysis, was observed only for toxic compounds. To address this issue more broadly, we treated cells with all 32 core-set small molecules and used RT-qPCR to analyze the expression of several canonical NRF2-regulated genes, including *HMOX1* [heme oxygenase (decycling) 1; an anti-oxidant], *NQO1* [NAD(P)H dehydrogenase, quinone 1; a phase 2 detoxification enzyme], *GCLC* (glutamate–cysteine ligase, catalytic; a glutathione-synthesis enzyme) and *GSTM1* (glutathione S transferase) (Hur and Gray 2011; Suzuki *et al.* 2013).

Of the 4 best hits described above (Gr-4D, Gr-5A, Gr-5D and O10), three (Gr-4D, Gr-5A and Gr-5D) induced the expression of two or more NRF2-regulated genes at least modestly (by more than 1.5-fold; Supplemental Table 1), suggesting potential NRF2 activation. In addition to these 3 non-toxic compounds, 11 of the remaining 28 toxic or non-specific compounds also appeared to activate NRF2. Of these, Gr-9A induced *HMOX1* by almost 50-fold in WI-38 cells, and this compound also protected *C. elegans* from hydrogen peroxide (in 2 of 2 trials) (Supplemental Table 8). Consistent with the microarray analysis (Supplemental Table 5B), we also noted that all the toxic group-4 molecules resulted in significant induction of NRF2 target genes. These data suggested enrichment for NRF2-activating small molecules in our screen, which is expected, as we selected for agents that could promote oxidative stress-resistance.

NRF2 activation could be one possible mechanism by which our small molecules promote oxidative-stress resistance. In this case, we would expect that *NRF2* to be required for the increased resistance. To address this question, we knocked down *NRF2* by more than 95% in WI-38 cells via siRNA transfection (Supplemental Figure 6A). Compared with *NRF2(+)* cells, *NRF2*-deficent cells showed a high level of propidium iodide staining, and the fraction of PI-positive cells increased further upon treatment with Gr-4D in a dose-dependent manner even in the absence of H_2_O_2_, likely reflecting increased xenobiotic sensitivity upon the loss of *NRF2* (Supplemental Figure 6B). To compensate for this sensitivity to oxidative stress, we treated the *NRF2*-deficient cells with a lower dose of H_2_O_2_ (500 μM instead of 700 μM), finding that Gr-4D could protect *NRF2(+)* cells under this condition. As expected, compared with *NRF2(+)* cells, *NRF2*-deficient cells were more prone to die upon treatment with H_2_O_2_. To our surprise, Gr-4D (at 3 different doses) was still quite protective, significantly reducing the fraction of PI-positive cells (Supplemental Figure 6B). Thus, *NRF2* was not required for this chalcone to promote oxidative-stress resistance. Gr-4D must act, at least in part, through a different, *NRF2*-independent mechanism.

#### FOXO3:

Many perturbations that increase lifespan and stress resistance in animals do so in a *FOXO*-dependent fashion (Kenyon 2010). None of our “four-best” compounds scored positively for potential FOXO3A activation. However, 3 toxic compounds, including 2 group-7 molecules, could up-regulate the expression (by more than 1.5-fold) of at least 2 of the 5 FOXO3A-regulated genes analyzed: *SOD2* (superoxide dismutase), *GADD45A* (cell cycle regulator), *CAT* (catalase), *DDB1* (damage-specific DNA binding protein) and *TXNIP* (thioredoxin interacting protein) (Supplemental Table 1).

#### Sestrin:

Sestrin genes are regulated by FOXO3 (Nogueira *et al.* 2008), NRF2 (Shin *et al.* 2012) and p53 (Budanov *et al.* 2004). Through direct effects on anti-oxidant peroxiredoxins and through the AMPK and mTOR pathways, sestrins can suppress ROS production and protect cells from oxidative stress, transformation, and genomic instability (Budanov and Karin 2008). Many studies have indicated that sestrins could be pro-longevity factors. RNAi inhibition of the sestrin gene *sesn-1* has been shown to shorten lifespan, while its overexpression promotes longevity of *C. elegans* (Yang *et al.* 2013). Loss of *Drosophila dSesn* has been shown to lead to age-associated pathologies, including fat accumulation, mitochondrial dysfunction, muscle degeneration, and cardiac malfunction, which could be blocked by pharmacological activation of AMPK or inhibition of TOR (Lee *et al.* 2010). Likewise, sestrin deficiencies in mice exacerbated obesity-induced diabetic conditions (Lee *et al.* 2012; Lee *et al.* 2013). Furthermore, sestrins have been shown to activate Nrf2 and, by promoting p62-dependent autophagic degradation of Keap1, prevent oxidative damage in the liver of mice (Bae *et al.* 2013). More recently, the Sabatini group showed that sestrin 2 is a leucine sensor, and that leucine can disrupt sestrin-GATOR2 interaction and result in mTORC1 activation (Wolfson *et al.* 2016). In our study, of the 32 core-set hits, at least 9 molecules were found to induce the expression (more than 1.5-fold) of *SESN1* (Supplemental Table 1).

Among the four non-toxic compounds, only Gr-4D scored positively for *SESN1* induction. In addition to Gr-4D, 8 of the 28 compounds with liabilities also induced *SESN1*. We noted that these compounds with liabilities, but not Gr-4D, also scored positively for the DNA damage-markers γH2A.X and TP53BP1, and genotoxic stress previously has been shown to up-regulate sestrins through the induction of p53 (Budanov and Karin 2008). Interestingly, both p53 and Nrf2 are highly expressed in the long-lived, stress-resistant naked mole-rat and may contribute to its longevity, and at least in the case of p53, possibly also reduce its risk of cancer (Lewis *et al.* 2012). In this regard, sestrin-inducing molecules could be useful for promoting healthy aging.

#### mTOR inhibition:

Mammalian target of rapamycin (mTOR) is a crucial regulator of cell growth and metabolism and has been implicated in aging and many diseases, including cancer, diabetes and neurological diseases (Zoncu *et al.* 2011; Dazert and Hall 2011). This connection has stimulated interest in developing novel mTORC1 inhibitors (Benjamin *et al.* 2011). In addition to rapamycin and its analogs, the anti-diabetes drug metformin (Kalender *et al.* 2010), as well as other AMPK activators such as 2-deoxy-D-glucose (Inoki *et al.* 2003) and AICAR (Shaw *et al.* 2004), can also inhibit mTORC1.

We examined the effects of our 32 core-set molecules (at three doses, 5 μM, 10 μM and 20 μM) on the phosphorylation status of ribosomal protein S6 (RPS6), a target of mTORC1, and asked whether they could potentially inhibit mTOR. Rapamycin, as a control, reduced the normalized ratio of phosphorylated RPS6 (p-RPS6) by ∼95%.

None of the non-toxic compounds appeared to inhibit mTOR. However, we found that 4 toxic molecules (all 3 members of the 7^th^ structural group and O27) reduced the normalized ratio of p-RPS6 (∼30–60%, in at least 2 of 3 trials, Supplemental Table 7); note that O27 also modestly induced sestrin, a known inhibitor of mTORC1.

### Effects of hit compounds on C. elegans

#### Hydrogen peroxide resistance:

We analyzed our 32 core hits and found that 2 small molecules (Gr-7A & Gr-9A) increased *C. elegans*’ resistance to a lethal dose of hydrogen peroxide (in 2 of 2 trials, Supplemental Table 1 & 8). Both of these molecules caused toxicity in cultured mammalian cells. We noted that compounds that scored negatively in *C. elegans* are not necessarily uninteresting. As these molecules were identified in a human cell-based screen, their bioavailability or target engagement could be different in worms.

#### Lifespan extension:

Because most conditions that extend *C. elegans*’ lifespan increase stress resistance, we analyzed how our small molecules affected lifespan. To ensure robustness, we used several different assay conditions (culturing in liquid, on OP50 bacteria-seeded agar plates, on live or UV-irradiated bacteria, and using FUDR-treated or genetically induced sterile animals).

We analyzed our 32 core-set molecules, and in multiple independent experiments, found that 9 small molecules extended the animals’ lifespan in at least 3 to 4 trials (from ∼10% to ∼50%) (Supplemental Table 8). Gr-4D was the only non-toxic compound that consistently produced significant life-extending effects in 4 or more trials (average increase ∼24%; 50% in one trial) (Figure 4). Among the other 8 toxic molecules, O13, an orphan compound, also extended lifespan in a consistent manner (average increase ∼18%). Conversely, many molecules did not extend lifespan in any trial, and some even shortened lifespan, including two group-4 compounds (Gr-4A and Gr-4C) and O27 (Supplemental Table 8). In principle, lifespan might be increased due to caloric restriction; however, we did not observe an obvious reduction in pumping rates for worms treated with the lifespan-extending molecules (data not shown), and the animals were not pale, a hallmark of calorically restricted animals.

**Figure 4:**
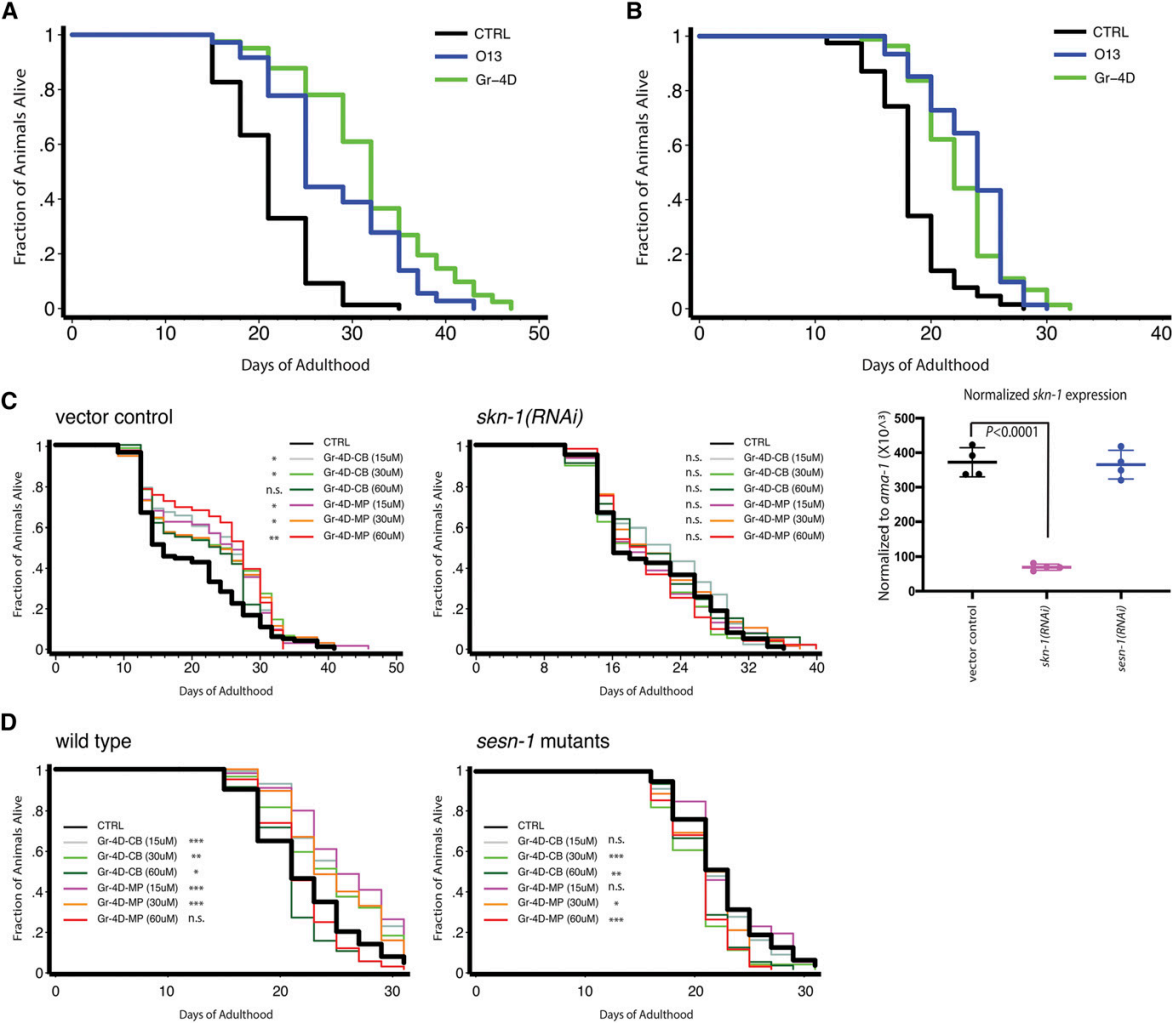
Extension of *C. elegans*’ lifespan by small molecules. Small molecules were analyzed for their ability to extend the lifespan of *C. elegans*. Two small molecules (Gr-4D, without cell toxicity; O13, with cell toxicity) that consistently extended lifespan in multiple independent assays are shown. A) Wild-type animals, grown in liquid, with FUDR to block progeny production, 20°C. Control, 21.2 ± 0.5 (mean ± SEM in days), n = 77/81 (observed/total); Gr-4D-treated, 31.9 ± 1.1 (50.5% increase), n = 41/41, *P* < 0.0001 (log-rank test); O13-treated, 28.1 ± 1.1 (32.5% increase), n = 36/36, *P* < 0.0001. B) Temperature-sensitive sterile mutant animals, grown on plates, without FUDR, 25°C then shifted to room temperature (∼22°C) as adults. Control, 18.4 ± 0.4, n = 67/80; Gr-4D-treated, 22.5 ± 0.4 (22.2% increase), n = 74/95, *P* < 0.0001 (log-rank test); O13-treated, 23.4 ± 0.4 (27.2% increase), n = 72/76, *P* < 0.0001 (see Supplemental Table 8 for details). C) The lifespan extension produced by Gr-4D requires *skn-1*. RNAi-sensitive mutants were fed with control vector or *skn-1* RNAi bacteria and treated with Gr-4D (from two different vendors, CB = ChemBridge, MP = MolPort) at multiple doses. In parallel, RNAi-treated animals were collected for RT-qPCR analysis, which indicated that *skn-1* mRNA level was reduced by ∼80% in these animals (normalized to *ama-1*, n = 4 each; one-way ANOVA, followed by Dunnett’s multiple comparison, *P* < 0.0001). In this experiment, Gr-4D extended lifespan of control animals by ∼15–20%. D) The lifespan extension produced by Gr-4D requires *sesn-1*. In this experiment, lower doses but not a high dose of Gr-4D extended lifespan of wild type by ∼10–17%. (The reason for this discrepancy was unclear). Log-rank test: *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001; n.s., not significant (see Supplemental Table 8 for details of lifespan data).

To investigate the potential mechanism by which the chalcone Gr-4D extended lifespan, we asked whether it might affect gene activities known to influence longevity. To do this, we examined its effects on the expression of pathway-specific reporters, including the ER-stress reporter *Phsp-4*::*gfp*, the mitoUPR reporter *Phsp-6*::*gfp*, the NRF2/SKN-1 target gene reporter *Pgst-4*::*gfp* (for oxidative stress), and the autophagy reporter *LGG-1*::*GFP*. We observed that Gr-4D, at a dose that extended lifespan, caused modest induction of the *gst-4* transcriptional GFP reporter (Supplemental Figure 10C), without exerting obvious effects on the others. As this glutathione transferase *gst-4* gene is up-regulated in response to SKN-1/NRF2 activation upon oxidative stress, these findings suggested that activation of SKN-1/NRF2 by Gr-4D might contribute, at least in part, to the lifespan extension in *C. elegans*.

To test directly whether *skn-1* is required for the lifespan extension produced by Gr-4D, we examined this chalcone at multiple doses in RNAi-sensitive mutants fed with control or RNAi bacteria expressing dsRNA of *skn-1*. When initiated from day 1 of adulthood, RNA interference reduced the level of *skn-1* mRNA by ∼80% in 3 days (Figure 4C). Whereas Gr-4D extended the lifespan of control animals by ∼15–20%, it failed to extend the lifespan of animals subjected to *skn-1* RNAi (Figure 4C & Supplemental Table 8). Thus, we concluded that Gr-4D required *skn-1* for promoting longevity in worms, though, in contrast, it was able to increase H_2_O_2_-resistance independently of *NRF2* in cultured human cells (Supplemental Figure 6B).

Sestrins are known to be involved in the NRF2/SKN-1-regulated stress response. Therefore, we examined whether *sesn-1*, the only worm ortholog of human sestrins, might be required for the lifespan-extending effects of Gr-4D. Upon modest reduction (∼30%) of *sesn-1* mRNA level by RNAi inhibition (Supplemental Figure 10D), Gr-4D also appeared to lose its ability to extend lifespan, even though we observed a trend of lifespan extension in animals treated with high dose of this molecule (*P* = 0.0518) (Supplemental Figure 10D & Supplemental Table 8). Given the caveat of insufficient inhibition of gene expression by RNAi, we further addressed the dependency of *sesn-1* by analyzing animals that carried a potential loss-of-function allele of *sesn-1*. We found that Gr-4D doses that extended wild-type lifespan were not able to extend the lifespan of these mutants (Figure 4D).

Taken together, these results suggested that the chalcone Gr-4D acts at least in part through the sestrin/NRF2/SKN-1 stress-response axis to extend lifespan of *C. elegans*.

## Discussion

To enrich for compounds that might slow aging, we screened for a cellular phenotype that is common to cells from many long-lived mutant animals and from naturally long-lived species of mammals and birds: resistance to oxidative stress. We screened ∼100,000 small molecules for their ability to protect a human primary fibroblast cell line from a lethal dose of hydrogen peroxide and retested the top hits for their ability to protect cells from the heavy metal cadmium and the DNA-damaging agent MMS. Many of these compounds conferred resistance to both hydrogen peroxide and cadmium. In addition, remarkably, ∼1/3 of our 32 core-set molecules extended *C. elegans*’ lifespan (see the summary in Table 1).

### Properties of hit molecules

#### Chalcones:

Four of our hits were chalcone-family members, including our most interesting hit Gr-4D, which increased lifespan consistently in worms (up to ∼50%, 4 of 4 trials) with no apparent toxicity (Figure 4, Supplemental Table 8, also see Table 1). Our 104K-compound screening library contained 71 chalcones (exact core-structure match), yet we only identified 4 among our 61 primary hits (group 4), suggesting an important role of side groups in determining H_2_O_2_-resistance (with the caveat that the others were not re-tested).

Chalcones have been reported to produce many beneficial health effects, including anti-cancer, anti-HIV, anti-malarial, anti-inflammatory and anti-allergic activities (Sahu *et al.* 2012; Batovska and Todorova 2010). They have a wide variety of molecular targets, many of which have relevance for cancer, which might explain their anti-proliferative activities against cell lines derived from many types of tumors (Yadav *et al.* 2011; Solomon and Lee 2012).

Chalcones, with a backbone of α,β-unsaturated ketone, are known to activate NRF2. In line with this, we observed consistent signatures for NRF2-regulated genes in both worms and human cells; however, genetic epistasis analysis indicated that, while NRF2 may potentially contribute to the stress resistance of human cells, NRF2-independent mechanisms play an important role as well.

A recent study has identified 4,4’-dimethoxychalcone (DMC) as a natural compound that extended lifespan in multiple species, including yeast, worms and flies (Carmona-Gutierrez *et al.* 2019). The authors proposed that lifespan extension could be attributed DMC’s ability to induce autophagy. We did not observe obvious effects of our chalcones on autophagy in mammalian cells, using the Promega LC3 HiBiT assay system (with TOR inhibitor rapamycin as a positive control), nor did we observe significant effects of DMC in promoting resistance to H_2_O_2_ in WI-38 cells. The significance of this is not clear, as, for reasons we do not understand, we were also unable to observe an increase in autophagy with DMC in our assay system.

### Reported properties of hit molecules

We referred to chemical databases (for example, PubChem) to cross-reference our small molecules to other high-throughput screens. We found that at least 9 molecules had been identified in multiple screens and suggested to affect certain human protein targets (Supplemental Table 9; See supplementary discussion). Of these, the chalcone Gr-4D, our top non-toxic compound, has been identified in many screens in the PubChem database. For example, it has been reported to kill fibrosarcoma cell lines that produce the oncometabolite 2-hydroxyglutarate (2HG) (AID 686970, with potency of ∼3 μM; see Supplemental Table 9). Other studies have suggested that Gr-4D can inhibit IL-1B-mediated inflammasome signaling (AID 743279) and activate p53 by inhibiting the MDM2/MDM4 interaction (in multiple assays). Finally, Gr-4D could induce DNA-rereplication in both SW480 colon adenocarcinoma cells and MCF 10A epithelial cells (with a potency of ∼5-6 μM), which in turn can induce the DNA damage response and apoptosis (BioAssay AID 624296 & 624297, reported target GMNN). Given the concern of genome instability that can be caused by DNA re-replication, it would be interesting to analyze whether a lower dose of Gr-4D could be tolerated *in vivo*.

Among the remaining 8 compounds with liabilities (Gr-1F, Gr-3A, Gr-3B, Gr-3C, Gr-7C, O13 and O18, all toxic; plus O6, non-toxic, yet a PAIN molecule), Gr-3B and Gr-7C were identified in multiple assays that examined different biological targets (ranging from NK-κB signaling, p53 regulation, potassium channel regulation, to protein SUMOylation). This raises a concern about non-specific actions of these molecules in cells. However, except for O6, which contains a reactive phenolic Mannich base, the other molecules do not appear to carry obvious PAINS signatures. By contrast, curcumin, a known PAIN molecule, has been found in at least 2167 assays with 92 reported protein targets (of these, 79 are human proteins, including NRF2, see Supplemental Table 9). Likewise, the other PAIN molecule resveratrol has been identified in at least 4266 assays with 91 active protein targets (these include 74 human proteins, such as SIRT1 and FOXO3).

To our surprise, despite the differences in their structures, several different molecules appeared to affect the same protein targets (Supplemental Table 9). For example, 4 molecules (the non-toxic chalcone Gr-4D and toxic Gr-1F, Gr-3B and Gr-7C) were shown previously to affect the cystic fibrosis transmembrane conductance regulator (CFTR), a chloride channel protein that is involved in multi-drug resistance (Borst *et al.* 1999). Like Gr-4D, 4 cell-toxic compounds (Gr-1F, Gr-3A, Gr-7C and O13) were also reported to target geminin GMNN, a DNA replication inhibitor. In addition, Gr-4D, Gr-3B and Gr-7C have together been identified in different studies and reported to inhibit multiple targets: for example, interleukin IL1B, a mediator of inflammasome signaling; MDM2 and MDM4, E3 ubiquitin protein ligases and negative-regulators of p53; NOD1 and NOD2, intracellular pattern-recognition receptors that regulate apoptosis and inflammation; and TDP1, a tyrosyl-DNA phosphodiesterase that interacts with PARP and regulates DNA damage response (see Supplemental Table 9). We do not know whether the ability of our molecules to promote oxidative-stress resistance is mediated, in part, by their effects on these reported target proteins.

#### Inhibition of NF-κB signaling:

Among the top non-toxic compounds, Gr-4D has been found in at least two screens linked to NF-κB signaling. In one case, Gr-4D was reported to increase the expression of a luciferase reporter driven by the NF-κB promoter in the SH-5YSY human neuroblastoma cell line (AID 1239). Curiously, it was also identified in another study as a molecule that inhibited TNF-alpha-induced NF-κB activation in HEK 293T cells (AID 1852), leaving its regulation of NF-κB in question. Among the remaining members of the 32 core-set compounds, Gr-3C was identified previously as a molecule that induced the NF-κB inhibitor NFKBIA in two screens (EC_50_, 8.5 μM and 11.0 μM; see AID 317145 and 317143), consistent with the report from another screen suggesting it as an RELA inhibitor in HUVEC cells (IC_50_, 2.0 μM, AID 317146). These two studies above also identified Gr-3A, but not Gr-3B (which has a different side group that could introduce steric hindrance), as an NFKBIA-inducing compound (EC_50_, 11.0 μM and 12.0 μM). These findings are consistent with our analysis using the *in silico* docking database ZINC (Irwin *et al.* 2012), which predicted that Gr-3C bind to both NFKBIA and RELA (data not shown).

NF-κB signaling controls cell survival, differentiation, and proliferation. Key components of the pathway mediate inflammatory responses (Lawrence 2009) and have been implicated in many diseases, including cancer, autoimmune diseases, neurodegenerative diseases, cardiovascular diseases and diabetes (Hayden and Ghosh 2012). Recently, it was shown that blocking age-related hypothalamic NF-κB activation could retard aging and extend lifespan of mice (Zhang *et al.* 2013), thus potentially highlighting a role of chronic inflammation in aging (Salminen *et al.* 2008; Jenny 2012). Of note, despite long-term cell toxicity observed for group-3 molecules, we noted that they all extended *C. elegans*’ lifespan (3 of 3 trials, ∼8–33%), even though worms do not have apparent NF-κB homologs.

### Hit molecules as regulators of longevity

In animals, the rate of aging can be influenced by many factors, including a network of signaling proteins and transcription factors that also sense nutrients, energy levels and stress. Perturbing many genes in this network can extend healthspan and increase disease-resistance and lifespan (Fontana *et al.* 2010; Bartke 2011). For example, a well-known case is the insulin/IGF-1/FOXO signaling system that regulates lifespan among many different experimental species, and likely also small dogs and bats (Kenyon 2010). *AKT1* knockdown, our control that was expected to activate FOXO3, increased stress resistance in our assay. However, we identified only 3 molecules within our 32 core-set hits that may activate FOXO3, suggesting that our stress-resistance screen may not be ideal to look for FOXO3 activators.

Conversely, we observed an enrichment of small molecules that can activate NRF2. Increased activity of SKN-1/NRF2, the oxidative stress and xenobiotic phase II detoxification regulator, can extend life independently of *daf-16**/**foxo*. We identified 14 potential NRF2 activators (3 non-toxic molecules, plus the non-toxic yet non-specific PAIN O6, as well as 10 other molecules with liabilities – see Results), of which at least 7 molecules (including 2 non-toxic, Gr-4D and Gr-5A; plus 5 other molecules with liabilities) increased resistance to both H_2_O_2_ and cadmium (note: scored as “++”). 13 of the 14 molecules activated NRF2 without affecting FOXO3 or mTOR (Table 1); the one exception, Gr-7C, was also cell-toxic. Thus, NRF2 could be a significant contributor that promotes stress resistance in our screening conditions, consistent with the finding that NRF2 is activated in fibroblasts from long-lived animals, which also are resistant to multiple stressors (Leiser and Miller 2010). That said, it was interesting that, while it might contribute to stress resistance, our epistasis analysis with *NRF2* siRNA knockdown indicated NRF2 was not required for the increased stress resistance of WI-38 cells produced by our small molecule hits.

The potential enrichment of NRF2-activating small molecules in our screen is also consistent with the anti-oxidative role of NRF2, and it may have implications for human aging as well. In human fibroblasts, reduced NRF2 function has been shown to occur in replicative senescence and *NRF2* silencing may lead to premature senescence (Kapeta *et al.* 2010). Conversely, Kapeta and co-workers also showed that molecules that activate NRF2 can enhance the survival of human fibroblasts following oxidative stress and extend their replicative lifespan. Interestingly, long-term exposure to the mTOR inhibitor rapamycin has been shown to increase mitochondria biogenesis and increase replicative lifespan of human fibroblasts, and these effects appeared to be mediated, at least in part, by p62/SQSTM1-associated degradation of KEAP1 and activation of NRF2 (Lerner *et al.* 2013). Similarly, multiple studies showed that rapamycin-induced lifespan extension requires SKN-1/NRF2 but not DAF-16/FOXO in *C. elegans* (Harrison *et al.* 2009; Wilkinson *et al.* 2012; Bjedov *et al.* 2010; Robida-Stubbs *et al.* 2012). Conversely NRF2 activation also has been linked to several human age-related diseases, including atherosclerosis, neurodegenerative diseases, and certain types of cancer (Hybertson *et al.* 2011). Small-molecule modulators of the KEAP1-NRF2-ARE pathway are under development as potential preventive and therapeutic agents (Magesh *et al.* 2012), but for NRF2 activators, whether their apparent ability to slow aging is compatible with disease resistance in humans remains to be seen.

### Hit molecules as potential cancer therapeutics

Many long-lived animal mutants are resistant to age-related diseases (Le Couteur *et al.* 2012), including cancer (Ikeno *et al.* 2009), protein-aggregation diseases (Morley *et al.* 2002; Cohen *et al.* 2009) and heart disease (Harrington *et al.* 2007; Birse *et al.* 2010; Wessells *et al.* 2004). Thus, the small molecules we seek may counter multiple age-related diseases.

Different species in nature have very different lifespans, but within each, the risk of cancer rises with age. This correlation in nature between slow aging and delayed cancer suggests that the same pathways that slow aging may antagonize cancer, and, in fact, many longevity pathways have anti-cancer activity (though some, such as Nrf2, can promote the growth of certain tumors). Importantly, these pathways inhibit a wide variety of cancers (Kalaany and Sabatini 2009), which is what we predict for our small molecules. In fact, some of our stress-resistance hits, like the chalcones, are members of structural classes with known anti-tumor activity. When we compared the transcriptional signatures of cells treated with small molecules, we noted that several group-4 and group-5 molecules appeared to attenuate basal cell carcinoma signaling, based on the expression patterns of pathway genes consistent with prior knowledge (data not shown).

Finally, even the small molecules that have cell toxicity could be interesting. In principle, any toxicity caused by these hits, which are administered at relatively high levels, could be off-target and thus dialed out via medicinal chemistry. Alternatively, they could be on-target toxicities. In the latter case, they could potentially increase stress resistance by activating cell-protective mechanisms, as do low levels of the herbicide paraquat in invertebrates, a situation (often called “hormesis”) that can extend lifespan in experimental organisms. Furthermore, toxicity could be cell type-specific. For example, we found that two group-7 molecules (Gr-7A & Gr-7B), which both produced long-term cell toxicity and appeared to inhibit mTOR, reduced the ATP content by ∼40–50% in a human lung adenosquamous carcinoma cell line HTB178 (data not shown). Conversely, when administered overnight at 10μM and assayed in parallel, these same molecules did not produce obvious effects on ATP levels in either the WI-38 primary cell line or in CRL-2081, lung-derived mesothelioma cells. Such selective effects could be due to differences in these tumor cell lines (for example, HTB178 cells carry mutations in EGFR and p53, while CRL-2081 cells have amplified MYC activity). These preliminary results also suggest an attractive possibility that some of our small molecules, when given at a dose that can be tolerated by normal cells, could selectively kill certain tumor cells. We should note that many cancer drugs, such as doxorubicin, can damage DNA and are intrinsically cell-toxic.

### Perspective

Our high-throughput screen in human primary cells was designed to enrich for stress resistance-promoting small molecules that could potentially perturb pathways that affect lifespan. We characterized the hit compounds in several different cellular assays, and *in vivo*, in *C. elegans*. By doing these assays, we found several molecules, most notably the chalcone Gr-4D, that could be of potential interest for further translational studies.

How the deposited data were processed for this re-analysis (not part of the article)

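RNA from WI-38 fibroblasts was measured by RNA-seq in 24 libraries, 6 in each of 4 groups: Gr-4D from ChemBridge, Gr-4D from MolPort, 0.1% DMSO and no DMSO. Samples were grouped by their labels and the paper, and 1 Gr-4D-MP library with conflicting labels was kept in that group.

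The authors deposited TPM for 57665 genes per library, and the log2 of those TPM with a common floor of -4.81, which is a TPM of 0.0356. The submitters' processing notes name bcl2fastq 2.20.0, Salmon 0.9.1 and sleuth 0.29.0, with no role or order, and the genome build GRCh38. The annotation release, and whether strand was used in counting, are not given in the sources used here. The deposited log2 values served only in alternatives. A further 48 per-sample columns, which hold equal values in repeat tables, were not used.

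Of the gene identifiers, 57068 were found in GENCODE release 29, without their version, and took their symbols and positions from it. TPM sums to 1000000 in every library, so that the depth is unknown and no interval or detection limit that needs it is given. No pair of libraries was identical, and Pearson's r between libraries on the log2 scale, before centring, was 0.971 to 0.996.

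The test set at the outset for counts could not be used, and its stated fallback for normalized values was: limma 3.58.1 in R 4.3.3, with a trend of the variance on mean expression, on log2(TPM + 1), with a mean per group in 1 fit and Benjamini-Hochberg adjustment at 0.05. The filter on genes, a TPM of 1 or more in at least 6 libraries, was set once the unit was known, and left 15755 genes. The comparisons were each Gr-4D group and no DMSO against DMSO, and Gr-4D-CB against Gr-4D-MP. Genes changed in both Gr-4D groups passed in both, in the same direction, at 1.25-fold or 1.5-fold.

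Gene lists, 32 in all, were tested with camera at a preset correlation of 0.01 and at an estimated one, with fry beside it, and by Fisher's exact test among genes changed in both groups, where a list had at least 3 tested members. Of these, 1 list and 1 gene are not reported here. The other lists were NRF2, FOXO3, aryl hydrocarbon receptor and NF-kB targets, sestrins, DNA replication, G1/S, G2/M, collagens, integrins, integrin adaptors, matrix ligands, collagen processing, TGF-beta, PI3K/AKT, heat shock, proteasome, integrated stress response, unfolded protein response, cholesterol, metallothioneins, interferon, smooth muscle, hypoxia and glycolysis, autophagy, ribosomal proteins, respiratory chain, and 4 of other cell types (epithelial, endothelial, immune, pericyte).

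Genes are named by a rule: those the paper names for WI-38 cells; the 10 largest rises and 10 largest falls common to both Gr-4D groups; the 4 genes of each list with the largest change called in both, or all tested genes of a list of 10 or fewer; and the 10 and 5 largest in each direction for no DMSO against DMSO and for Gr-4D-CB against Gr-4D-MP. Apart from the paper's genes and the lists, a gene needed a mean TPM of 1 or more and 6 of 6 libraries on one side.

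Library structure was tested on genes at a TPM of 1 or more in every library, with 100000 permutations of the group labels, in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9. Correlations between comparisons that share DMSO libraries were set against 100 simulated draws of unchanged groups (20 for overlaps of calls) and 20 divisions of the DMSO libraries. Values with no DMSO were added, after they were seen, for the genes reported here that passed the test there in the direction of both Gr-4D groups. They were also added for NRF2 targets and, where given, for other genes. Up to 100 splits of the libraries were fitted for each count.

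The test was tried on simulated data for 15755 genes, of which 67 were changed 1.25-fold, 67 were changed 1.5-fold and 66 were changed 2-fold. For Gr-4D-CB against DMSO it recovered 56.7% of genes changed 1.25-fold, 79.1% at 1.5-fold and 95.5% at 2-fold, with 6 false among 160 calls. For Gr-4D-MP against DMSO these were 52.2%, 80.6% and 92.4%, with 10 false among 160 calls. The measured comparisons called far more genes than were changed in the simulation, so that these shares need not hold for them. For camera, a shifted list had an adjusted p of 1.36e-58 and none of the other lists was called. The simulated genes varied independently of each other, so that the preset correlation was not tested. In the measured lists the estimated correlation reached 0.735, for interferon genes.

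The alternatives were another scaling (median-of-ratios, upper quartile), pseudocount (0.5, 0.1), filter, threshold, choice of libraries, replicate block, values (deposited log2), removal of mitochondrial genes or of length and GC trends, protein-coding genes alone, and a term in the fit for Gr-4D-MP and no DMSO replicates 5 and 6 together (the shared term), which was added after the data were seen and compared with the same term for the 6 pairs of no DMSO replicates 1 to 4. That term was also tried with pairs of replicate 5 or 6 and 1 of replicates 1 to 4. The pathway collections and the iLINCS signatures that the paper used, and its supplemental tables, were not used here.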

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

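The tests that rescaled TPM without mitochondrial genes, removed trends of gene length and GC content, left out no DMSO replicates 5 and 6, or set these 2 libraries beside Gr-4D-MP or in a term shared with it were chosen after the data were seen, and the test of the vehicle's effect for Gr-4D-CB alone after its result was seen.

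The vendors' Gr-4D differed from each other at 3845 genes by limma (2494 higher and 1351 lower with Gr-4D-CB), and 1 of 100 splits of the same libraries, the real one, gave as many genes (3985 against at most 2 in the others, fitted on the compared libraries alone). That balance depended on the scaling, with 1768 higher and 1970 lower after median-of-ratios scaling, 1804 higher and 1961 lower after upper-quartile scaling, 1986 higher and 1807 lower without mitochondrial genes and 1658 higher and 1885 lower with length and GC trends removed. Without mitochondrial genes 86.8% of the called genes were still called in the same direction, and with length and GC trends removed 73.6%, so that neither accounts for the whole difference. A stronger action of one vendor's compound along one response cannot be told apart from other differences, since 73.0% of the called genes differed in the direction of the mean Gr-4D effect, between the bounds of 75% and 60% set for the test, and of 684 also called in both Gr-4D groups the change was larger with Gr-4D-MP in 73.8%.

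Much of the vendors' difference was also seen within the mock cells, since no DMSO replicates 5 and 6 lay nearer to Gr-4D-MP than to the other mock libraries on principal components 2 and 3. Of the genes called between the vendors' groups, 90.7% differed in the direction in which these 2 libraries differed from the other 4 mock libraries. The vendors' difference was taken as Gr-4D-MP against Gr-4D-CB, and the share is past a bound of 75% that was set after the data were seen. The 6 pairs of the other 4 gave 14.8% to 20.3%. Each of those pairs was compared with libraries that include replicates 5 and 6, which lowers the share by construction, so they are no neutral reference. Pairs of replicate 5 or 6 with 1 of the other 4 gave 58.2% to 78.7%. The 2 libraries differed from the other 4 at 974 genes by limma, of which 737 were also called between the vendors' groups, all in the same direction. The pseudogene *RPL39P3* was at a TPM of 0 and 0 in the 2 libraries, 0 in 6 of 6 Gr-4D-MP libraries and 1 of 6 Gr-4D-CB libraries, and 68.9 to 187 in the other mock libraries, and the pseudogene *SRP9P1* at 27.1 and 29.1 in the 2 libraries, 2.54 to 30.4 with Gr-4D-MP and 90.4 to 119 in the other mock libraries. With a term shared by the 2 libraries and Gr-4D-MP in the fit, 0 genes passed between the vendors' groups by limma (1280 at an unadjusted p under 0.05). The calls ended both because the median absolute log2 difference of the 3845 genes fell from 0.206 to 0.0810 and because standard errors grew. The same term with each of the 6 other pairs, at similar standard errors, kept 50.4% to 59.4% of the calls and left a median of 0.265 to 0.283. Replicates 5 and 6 then stand against Gr-4D-MP in the term, which enlarges the vendors' difference by construction, so these pairs are no neutral reference. Pairs of replicate 5 or 6 with 1 other mock library kept 0% to 3.22% of the calls and left a median of 0.146 to 0.194. A component of the libraries other than the compound, which mock cells never received, may thus account for much of the difference between the vendors' groups. Its origin, in cultures, libraries or sequencing, is not known, as no batch is given in the sources used here. In the order of the sample records, no DMSO replicates 5 and 6 stand directly before the 6 Gr-4D-MP libraries, which come last. Whether that order reflects how the samples were handled is not known. Such a component would reach the comparison of Gr-4D-MP with DMSO as well as that with Gr-4D-CB. A difference between the vendors' material stays open and was not tested.

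Mock cells with no DMSO, which the paper uses as controls and whose genes its text does not discuss, differed from DMSO controls at 7480 genes by limma (3414 higher and 4066 lower with no DMSO), and 1 of 100 splits of the same libraries, the real one, gave as many genes (6956 against at most 2 in the others, fitted on the compared libraries alone). That balance turned after median-of-ratios scaling, to 3872 higher and 3621 lower. Of these genes, 91.3% were still called in the same direction with length and GC trends removed and 86.8% without no DMSO replicates 5 and 6, which stood apart on the second principal component. Neither accounts for the whole difference. A response to 0.1% DMSO and an unrecorded difference between the cultures both stay open, since the vehicle and the cultures change together between the DMSO and the mock libraries.

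Whether Gr-4D moved expression further in the direction in which 0.1% DMSO moved it was tested across the 15755 genes, which are not independent replicates. The effect of DMSO against no DMSO and that of Gr-4D against DMSO had a Pearson's r of -0.0861 for Gr-4D-CB and -0.145 for Gr-4D-MP, where unchanged groups on the same controls gave -0.494, and covariances of -0.00764 and -0.0155 against a simulated -0.0166. With the DMSO libraries divided between the comparisons, r averaged 0.0805 and 0.00536 over 20 divisions, and the lowest covariance was 0.0068 for Gr-4D-CB. In these libraries, changes with Gr-4D-CB thus ran slightly in the direction of the difference between DMSO and mock cells, which need not be the vehicle's effect. For Gr-4D-MP the lowest covariance was -0.00165. The test set for both vendors together counted any value under 0 against this, so its outcome went against such a move with both vendors. It was marked as undecided only after the value was seen. For Gr-4D-MP alone the divisions lay on both sides of 0 (mean 0.000669, highest 0.00199). For both vendors the divisions reuse the same libraries, so that their range measures no sampling error. The direction for Gr-4D-MP cannot be told, and that for Gr-4D-CB need not hold in other libraries.

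Genes of cholesterol synthesis and uptake rose in both groups in 21 of 25 tested genes, with 22 higher and 3 not past the test with Gr-4D-CB, and 24 higher and 1 not past the test with Gr-4D-MP (adjusted over the list alone, 23 higher with Gr-4D-CB, and 24 higher with Gr-4D-MP), with adjusted p = 1.37e-16 and 4.91e-17 from camera and adjusted p = 0.000587 and 0.0012 with an estimated correlation. *MSMO1*, a sterol oxidase, had log2 fold changes of 0.61 with Gr-4D-CB and 0.84 with Gr-4D-MP (adjusted p = 2e-10 and 7.51e-13 from limma), and *FDFT1*, the squalene synthase, of 0.44 with Gr-4D-CB and 0.47 with Gr-4D-MP (adjusted p = 8.35e-10 and 2.9e-10 from limma), in 6 of 6 libraries of each group. The shared term left 16 of the 25 genes higher and none lower with Gr-4D-MP by limma (adjusted p = 2.36e-21 from camera).

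Genes of the unfolded protein response fell in both groups in 13 of 20 tested genes, with 14 lower and 6 not past the test with Gr-4D-CB, and 1 higher, 15 lower and 4 not past the test with Gr-4D-MP (adjusted over the list alone, 15 lower with Gr-4D-CB, and 1 higher and 15 lower with Gr-4D-MP), with adjusted p = 1.36e-18 and 2.75e-09 from camera and adjusted p = 0.000375 and 0.00597 with an estimated correlation. The chaperone gene *CALR* went from a TPM of 1672 ± 20.8 (mean ± SD, n = 6) with DMSO to 1179.6 ± 29.1 and 1177 ± 17.6, at log2 fold changes of -0.50 with Gr-4D-CB and -0.51 with Gr-4D-MP (adjusted p = 1.55e-15 and 7.62e-16 from limma). *MANF* had -0.67 with Gr-4D-CB and -0.66 with Gr-4D-MP (adjusted p = 1.83e-11 and 1.92e-11 from limma), and *HYOU1* -0.52 with Gr-4D-CB and -0.47 with Gr-4D-MP (adjusted p = 2.59e-11 and 1.14e-10 from limma), in 6 of 6 libraries of each group. Mock cells with no DMSO were also lower than DMSO controls in *HYOU1*, at -0.21 (adjusted p = 9.58e-06 from limma). With the shared term, 13 of the 20 genes were lower and none higher with Gr-4D-MP by limma (adjusted p = 1.54e-18 from camera).

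Genes of collagen processing fell in both groups in 17 of 23 tested genes, with 1 higher, 18 lower and 4 not past the test with Gr-4D-CB, and 2 higher, 20 lower and 1 not past the test with Gr-4D-MP (adjusted over the list alone, 1 higher and 18 lower with Gr-4D-CB, and 2 higher and 20 lower with Gr-4D-MP), with adjusted p = 9.36e-16 and 1.67e-11 from camera and adjusted p = 0.00098 and 0.00478 with an estimated correlation. The collagen chaperone *SERPINH1* had log2 fold changes of -0.64 with Gr-4D-CB and -0.62 with Gr-4D-MP (adjusted p = 1.58e-13 and 2.01e-13 from limma), and the collagen cross-linking enzyme *LOXL2* of -0.52 with Gr-4D-CB and -0.58 with Gr-4D-MP (adjusted p = 1.41e-11 and 2.33e-12 from limma), in 6 of 6 libraries of each group. In the fit with the shared term, 14 of the 23 genes were lower and none higher with Gr-4D-MP by limma (adjusted p = 1.12e-13 from camera).

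Smooth muscle and myofibroblast genes fell in both groups in 10 of 13 tested genes, with 10 lower and 3 not past the test with Gr-4D-CB, and 12 lower and 1 not past the test with Gr-4D-MP (adjusted over the list alone, 1 higher and 10 lower with Gr-4D-CB, and 12 lower with Gr-4D-MP), with adjusted p = 1.65e-09 and 1.51e-10 from camera and adjusted p = 0.00618 and 0.00478 with an estimated correlation. Calponin 1, encoded by *CNN1*, had log2 fold changes of -0.50 with Gr-4D-CB and -0.68 with Gr-4D-MP (adjusted p = 5.28e-10 and 2.62e-12 from limma), and the transcriptional coactivator *MYOCD* of -0.91 with Gr-4D-CB and -0.81 with Gr-4D-MP (adjusted p = 1.64e-05 and 4.29e-05 from limma), in 6 of 6 libraries of each group. With the shared term the fall of *MYOCD* with Gr-4D-MP was not called (adjusted p = 0.111 from limma). That term left 9 of the 13 genes lower with Gr-4D-MP by limma (adjusted p = 2.86e-11 from camera). Only 3 of the 13 were higher in no DMSO replicates 5 and 6 than in the other mock libraries (median log2 difference -0.0762).

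Single libraries lay apart from the other 5 of their group in 11 of 359 groups tested, of the genes reported here and the paper's and of measures of the libraries, where chance gives about 1 in 20. In TPM, these were *AKT1* 152 in DMSO 2 against 158 to 159, *AKT1* 134 in no DMSO 5 against 151 to 159.8, *BMP2* 2.27 in Gr-4D-MP 6 against 1.97 to 2.06, *COL15A1* 14.4 in no DMSO 3 against 12.0 to 12.7 and *COL5A1* 202 in DMSO 6 against 169 to 181. They were also *FTH1* 3617 in no DMSO 1 against 3486 to 3535, *HSPA8* 1931 in Gr-4D-CB 3 against 1790.3 to 1835, *ICAM1* 69.6 in DMSO 6 against 74.6 to 76.6, *ITGA6* 57.2 in Gr-4D-MP 6 against 51.1 to 53.3, *NPTX1* 8.46 in Gr-4D-MP 2 against 7.23 to 7.52 and *SESN1* 17.3 in DMSO 3 against 13.9 to 15.1.

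Among the genes reported here, some whose change differed between the vendors by limma had log2 differences of Gr-4D-CB from Gr-4D-MP of *AKT1* 0.13, *CD68* 0.55, *CNN1* 0.18, *EGFL7* 0.20, *FTH1* 0.10, *HTRA3* 0.34, *ID1* 0.48, *IGF2* 0.30, *MCM4* 0.35, *MYBL2* 0.24, *RPL39P3* 5.32, *SPP1* 0.36 and *SRP9P1* 2.95 where Gr-4D-CB was higher, and of *CEMIP* -0.21, *COL15A1* -0.18, *HSP90AB1* -0.10, *ITGA8* -0.29, *MSMO1* -0.23, *NQO1* -0.12 and *TXNIP* -0.20 where it was lower. With the shared term none of these differences was called by limma, and the smallest adjusted p was 0.284. As standard errors grew with it, the lost calls alone do not show that each difference became smaller.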

How the results depend on the processing

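The values with a pseudocount of 0.1, the deposited log2 values, removed length and GC trends, protein-coding genes alone, TPM without mitochondrial genes, libraries left out other than Gr-4D-MP replicate 1, the term shared by Gr-4D-MP and no DMSO replicates 5 and 6, and lists at 1.5-fold were chosen after the data were seen. Counts of changed genes stayed within 1.5 times the main count except as follows, and for each the cause was not tested unless given. An adjusted p under 0.01, a stricter threshold, left 2750 genes for Gr-4D-CB against DMSO and 2306 for Gr-4D-CB against Gr-4D-MP. A test against the fold itself, which asks for more than the fold alone, left 18 genes at 1.5-fold and 181 at 1.25-fold in both groups. A pseudocount of 0.1 gave 296 and the deposited log2 values 316 genes at 1.5-fold, and both shrink low genes less. Leaving out libraries gave 3780 to 4645 genes for Gr-4D-CB, 5820 to 6485 for Gr-4D-MP, 7136 to 7513 for no DMSO, 3294 to 4266 for Gr-4D-CB against Gr-4D-MP, 149 to 175 at 1.5-fold and 800 to 865 at 1.25-fold. Over 728 results of named genes, 7681 of 8008 values stayed called or stayed uncalled, 223 lost the call and 87 gained one. Direction was compared only for results called in either fit, so that turns among uncalled results are not counted. With length and GC trends removed, 2 turned in direction, at a log2 fold change of 0.14 for *CSPG4* with Gr-4D-MP and -0.0745 for *DDB1* between the vendors.

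The shared term left 1631 genes for Gr-4D-MP against DMSO, 541 at 1.25-fold in both groups, and 0 for Gr-4D-CB against Gr-4D-MP by limma (1280 at an unadjusted p under 0.05), as it widened standard errors and took up changes that no DMSO replicates 5 and 6 share with Gr-4D-MP. With it the adjusted p of integrins with Gr-4D-MP was 0.0362, and 15 results of named genes turned in direction. Their log2 fold changes with Gr-4D-MP were then 0.18 for *CD68*, 1.95 for *LUZP6* and 0.16 for *RPL39P3*, and between the vendors' groups 0.0127 for *CTSL*, 0.0628 for *HSP90AB1*, -1.43 for *LUZP6*, 0.0196 for *MSMO1*, -0.0533 for *NDRG1*, 0.0146 for *NDUFB3*, 0.10 for *NDUFB5*, -1.53 for *RPL39P3*, 0.0795 for *RPL7*, 0.0729 for *RPS4X*, 0.0877 for *RRM2B* and -0.60 for *Y_RNA* (ENSG00000252652.1).

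With the replicate block, the counts were 4055, 6199, 7389 and 3737 for Gr-4D-CB, Gr-4D-MP and no DMSO against DMSO and for Gr-4D-CB against Gr-4D-MP, 156 at 1.5-fold and 816 at 1.25-fold. Equal replicate numbers did not pair libraries: over 36 same-numbered pairs, r of the deviations from the group means averaged 0.000441 (-0.0578 to 0.0839), and 7 of 24 libraries correlated best with their own number.

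With an estimated correlation, 12 lists passed camera with each vendor's Gr-4D, against 22 with Gr-4D-CB and 21 with Gr-4D-MP at the preset one. The adjusted p was then 0.0813 and 0.0699 for PI3K/AKT signaling and 0.161 and 0.175 for the TGF-beta list. Median-of-ratios scaling moved the adjusted p to 0.0616 for the respiratory chain and to 0.0378 for epithelial markers with Gr-4D-CB.

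Of 30 lists, 18 were enriched at 1.25-fold, 3 among higher genes alone, 14 among lower genes alone, 19 at any fold, 17 against genes at a TPM of 1 or more in every library and 4 at 1.5-fold. Tested among higher genes, the adjusted p was 1 for DNA replication, G1/S, G2/M, collagens, collagen processing, hypoxia, smooth muscle genes, the unfolded protein response and PI3K/AKT signaling, 0.0609 for the TGF-beta list and 0.775 for integrins. Tested among lower genes it was 1 for NRF2 targets and cholesterol synthesis. At 1.5-fold it was 0.159 for G2/M, NRF2 targets, PI3K/AKT signaling and the TGF-beta list, 0.112 for collagens, 0.0654 for integrins, and 1 for aryl hydrocarbon receptor targets. At any fold, integrin adaptors were enriched (adjusted p = 0.00120).

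With DMSO replicates 1 to 3 for one comparison and 4 to 6 for the other, r between the vendors' effects was 0.319, genes called higher with both vendors' Gr-4D numbered 753 with fewer control libraries for each, and r between the vehicle's and the Gr-4D effect changed sign, to 0.0794 for Gr-4D-CB and 0.00766 for Gr-4D-MP. The first component held 53.9% of the variance over the 8000 genes with the highest minimum, 21.8% over all genes tested, 46.9% with the deposited log2 values, 15.2% with those of the 44607 genes above the floor in any library, at unit variance, 35.5% for the main genes at unit variance and 49.2% without Gr-4D-MP replicate 1. In that order, the third held 7.43%, 5.67%, 6.96%, 5.91%, 8.70% and 7.12%. The 4 groups formed the 4 clusters in each of these settings. DESeq2, voom and transcripts were not run, since they need counts or transcript values. Depth is unknown, so it sets no limit that can be given here.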

Differences from the paper's values

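Of genes changed at least 1.25-fold with both vendors' Gr-4D, the paper's count is 550 and the count here was 832. Both use a false discovery rate of 0.05, whereas the paper's text does not name its test. Among the alternatives set before the data were examined, the counts within 1.5 times the paper's were 682 with the DMSO libraries divided, 715 for genes at a TPM of 1 or more in every library, 706 at an adjusted p under 0.01, 769 with no filter and 816 with the replicate block. Those outside it were 842 with median-of-ratios scaling, 835 with upper-quartile scaling, 835 with only the groups compared, 934 with a pseudocount of 0.5, 828 without Gr-4D-MP replicate 1 and 181 in a test against the fold itself. A term shared by Gr-4D-MP and no DMSO replicates 5 and 6, chosen after seeing the values, gave 541, within 1.5 times the paper's.

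The paper's first principal component holds 7.25% of the variance and the first component here held 48.8%. The alternatives set before the data were examined gave 53.9% over the 8000 genes with the highest minimum, 21.8% over all genes tested, 35.5% at unit variance and 49.2% without Gr-4D-MP replicate 1, none within 1.5 times the paper's value. The deposited log2 values of the 44607 genes above the floor in any library, at unit variance, gave 15.2%, a setting chosen after seeing the values.

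The paper's number of genes detected in every sample is 8000, and 18661 genes had a TPM above 0 in every library here. The paper's text states no threshold for detection, and 12665 genes were at a TPM of 1 or more in every library.

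The paper found no clear pathway among the genes changed at least 1.5-fold. Here 4 of 30 lists were enriched among such genes by Fisher's exact test, G1/S and E2F targets (adjusted p = 0.00000000822), cholesterol synthesis (adjusted p = 0.0194), matrix ligands (adjusted p = 0.0194) and DNA replication (adjusted p = 0.0384), and 26 were not. That fold was chosen for the lists after the data were seen.

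The paper lists *NR0B1* among the genes changed with both vendors' Gr-4D. It was not tested here with the filter on low TPM, and with no filter, an alternative set before the data were examined, it was called in both, at log2 fold changes of 0.37 (adjusted p = 0.0239 from limma) and 0.40 (adjusted p = 0.00804 from limma). *NQO1*, *AKR1B10* and *AKR1C1*, which the paper names with it, were called higher with both. With the shared term *AKR1B10* was not called with Gr-4D-MP (adjusted p = 0.148 from limma).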

Other observations

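The lists and genes given for no DMSO, the tests with a term shared by Gr-4D-MP and no DMSO replicates 5 and 6 (the shared term), the comparison of these 2 libraries with the other mock libraries, and the RNA-seq values set beside the genes measured by RT-qPCR were chosen after the results were seen.

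Several chaperone genes fell with Gr-4D. *HSP90AA1*, a cytosolic HSP90, had a TPM of 1025 ± 36.6 with DMSO, 839.5 ± 29.4 with Gr-4D-CB and 869.8 ± 13.6 with Gr-4D-MP (mean ± SD, n = 6), or log2 fold changes of -0.29 with Gr-4D-CB and -0.24 with Gr-4D-MP (adjusted p = 1.6e-08 and 2.52e-07 from limma), and its paralog *HSP90AB1* of -0.11 with Gr-4D-CB and -0.015 with Gr-4D-MP (adjusted p = 0.00364 and 0.72 from limma), of which only that with Gr-4D-CB passed (between the vendors' groups, adjusted p = 0.0116 from limma). With the shared term the fall of *HSP90AB1* with Gr-4D-MP passed as well, at -0.18 (adjusted p = 0.000189 from limma). *HSPA8*, a constitutive HSP70, had -0.45 with Gr-4D-CB and -0.51 with Gr-4D-MP (adjusted p = 1.65e-12 and 1.78e-13 from limma). With no DMSO the change from DMSO was -0.11 for *HSP90AA1* and -0.18 for *HSPA8* (adjusted p = 0.0018 and 1.7e-06 from limma). The 23 tested genes of the heat shock response were 3 higher, 7 lower and 13 not past the test with Gr-4D-CB, and 1 higher, 14 lower and 8 not past the test with Gr-4D-MP (adjusted over the list alone, 3 higher and 9 lower with Gr-4D-CB, and 1 higher and 14 lower with Gr-4D-MP), with adjusted p = 0.00972 and 5.5e-05 from camera and adjusted p = 0.161 and 0.0372 with an estimated correlation. Between the vendors' groups this list had an adjusted p of 0.0136 from camera, and 0.548 with an estimated correlation. The shared term left 7 of its genes lower and none higher with Gr-4D-MP by limma (adjusted p = 8.3e-06 from camera and adjusted p = 0.0436 with an estimated correlation). Some proteasome genes rose by small steps, among them *PSMB6* at 0.22 with Gr-4D-CB and 0.25 with Gr-4D-MP (adjusted p = 2.67e-06 and 2.53e-07 from limma) and *PSMB7* at 0.19 with Gr-4D-CB and 0.19 with Gr-4D-MP (adjusted p = 1.24e-07 and 7.91e-08 from limma), and mock cells with no DMSO were higher than DMSO controls as well, at 0.18 for *PSMB6* and 0.19 for *PSMB7* (adjusted p = 1.2e-05 and 1.92e-08 from limma). The 36 tested proteasome genes were 11 higher, 1 lower and 24 not past the test with Gr-4D-CB, and 20 higher, 5 lower and 11 not past the test with Gr-4D-MP (adjusted over the list alone, 12 higher and 1 lower with Gr-4D-CB, and 21 higher and 6 lower with Gr-4D-MP), with adjusted p = 0.00112 and 4.94e-05 from camera and adjusted p = 0.299 and 0.175 with an estimated correlation. Of these 36 genes, 29 were also higher in no DMSO replicates 5 and 6 than in the other mock libraries (median log2 difference 0.10), and the shared term left 3 higher and none lower with Gr-4D-MP by limma (adjusted p = 0.184 from camera and adjusted p = 0.617 with an estimated correlation).

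Targets of the aryl hydrocarbon receptor did not move together. *CYP1B1*, a cytochrome P450, was at 12.9 ± 1.45 with DMSO, 8.43 ± 0.663 with Gr-4D-CB and 9.46 ± 1.25 with Gr-4D-MP, or -0.56 with Gr-4D-CB and -0.41 with Gr-4D-MP (adjusted p = 2.22e-05 and 0.000422 from limma), and *TIPARP*, an ADP-ribosyltransferase, changed by -0.34 with Gr-4D-CB and -0.38 with Gr-4D-MP (adjusted p = 2.93e-07 and 3.26e-08 from limma). With no DMSO they were also lower than with DMSO, at a TPM of 4.55 ± 0.629 and 42.4 ± 1.53, or log2 fold changes of -1.33 for *CYP1B1* and -0.55 for *TIPARP* (adjusted p = 6.79e-12 and 2.53e-11 from limma). The 7 tested genes of the list were 2 higher, 3 lower and 2 not past the test with Gr-4D-CB, and 2 higher and 5 lower with Gr-4D-MP (adjusted over the list alone, 2 higher and 3 lower with Gr-4D-CB, and 2 higher and 5 lower with Gr-4D-MP), with adjusted p = 0.461 and 0.327 from camera and adjusted p = 0.528 and 0.376 with an estimated correlation. The inflammatory genes *IL6*, at 63.9 ± 15.8 with DMSO, 31.7 ± 2.85 with Gr-4D-CB and 27.9 ± 1.78 with Gr-4D-MP, and *ICAM1* were lower than with DMSO, at -0.96 with Gr-4D-CB and -1.14 with Gr-4D-MP (adjusted p = 1.21e-05 and 8.16e-07 from limma) and -0.56 with Gr-4D-CB and -0.65 with Gr-4D-MP (adjusted p = 1.13e-07 and 7.72e-09 from limma). Mock cells were below DMSO controls as well, with *IL6* at 25.8 ± 6.76 and *ICAM1* at 41.2 ± 2.68, or log2 fold changes of -1.29 for *IL6* and -0.84 for *ICAM1* (adjusted p = 5.52e-08 and 3.02e-11 from limma). In the fit with the shared term, the falls of *CYP1B1* and *IL6* with Gr-4D-MP were not called (adjusted p = 0.279 and 0.134 from limma). The 17 tested NF-kB targets and secreted factors were 1 higher, 7 lower and 9 not past the test with Gr-4D-CB, and 1 higher, 10 lower and 6 not past the test with Gr-4D-MP (adjusted over the list alone, 1 higher and 7 lower with Gr-4D-CB, and 1 higher and 10 lower with Gr-4D-MP), with adjusted p = 0.00112 and 0.0017 from camera and adjusted p = 0.0812 and 0.0858 with an estimated correlation. With the shared term, 3 of the 17 were lower and none higher with Gr-4D-MP by limma (adjusted p = 0.0199 from camera and adjusted p = 0.209 with an estimated correlation).

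Hexokinase 2, encoded by *HK2*, fell at -0.54 with Gr-4D-CB and -0.47 with Gr-4D-MP (adjusted p = 3.13e-12 and 2.57e-11 from limma), and the 21 tested genes of hypoxia and glycolysis were 13 lower and 8 not past the test with Gr-4D-CB, and 1 higher, 11 lower and 9 not past the test with Gr-4D-MP (adjusted over the list alone, 1 higher and 13 lower with Gr-4D-CB, and 1 higher and 11 lower with Gr-4D-MP), with adjusted p = 1.77e-07 and 7.83e-05 from camera and adjusted p = 0.0151 and 0.0625 with an estimated correlation. Between the vendors' groups this list had an adjusted p of 0.935 from camera, and 0.966 with an estimated correlation. The shared term left 8 of its genes lower and none higher with Gr-4D-MP by limma (adjusted p = 1.19e-06 from camera and adjusted p = 0.051 with an estimated correlation). The 24 tested genes of autophagy and lysosomes were 10 higher, 3 lower and 11 not past the test with Gr-4D-CB, and 12 higher, 4 lower and 8 not past the test with Gr-4D-MP (adjusted over the list alone, 11 higher and 4 lower with Gr-4D-CB, and 12 higher and 5 lower with Gr-4D-MP), with adjusted p = 0.0102 and 0.00283 from camera and adjusted p = 0.161 and 0.121 with an estimated correlation. With the shared term, 3 of these 24 were higher and 1 lower with Gr-4D-MP by limma (adjusted p = 0.0211 from camera and adjusted p = 0.209 with an estimated correlation). The 47 tested cytosolic ribosomal protein genes were 16 higher and 31 not past the test with Gr-4D-CB, and 28 higher, 8 lower and 11 not past the test with Gr-4D-MP (adjusted over the list alone, 17 higher with Gr-4D-CB, and 28 higher and 9 lower with Gr-4D-MP), with adjusted p = 5.67e-05 and 3.09e-06 from camera and adjusted p = 0.303 and 0.225 with an estimated correlation. Of these 47 genes, 29 were also higher in no DMSO replicates 5 and 6 than in the other mock libraries (median log2 difference 0.03), and the shared term left 2 higher and none lower with Gr-4D-MP by limma (adjusted p = 3.18e-06 from camera and adjusted p = 0.364 with an estimated correlation). The 30 tested nuclear genes of the respiratory chain were 7 higher, 2 lower and 21 not past the test with Gr-4D-CB, and 15 higher, 2 lower and 13 not past the test with Gr-4D-MP (adjusted over the list alone, 7 higher and 2 lower with Gr-4D-CB, and 16 higher and 2 lower with Gr-4D-MP), with adjusted p = 0.0127 and 0.000126 from camera and adjusted p = 0.305 and 0.132 with an estimated correlation. Of these 30 genes, 20 were also higher in no DMSO replicates 5 and 6 than in the other mock libraries (median log2 difference 0.11), and the shared term left 1 higher and 3 lower with Gr-4D-MP by limma (adjusted p = 0.217 from camera and adjusted p = 0.579 with an estimated correlation). The 29 tested genes of the integrated stress response were 8 higher, 10 lower and 11 not past the test with Gr-4D-CB, and 9 higher, 6 lower and 14 not past the test with Gr-4D-MP (adjusted over the list alone, 9 higher and 12 lower with Gr-4D-CB, and 10 higher and 7 lower with Gr-4D-MP), with adjusted p = 0.242 and 0.229 from camera and adjusted p = 0.714 and 0.697 with an estimated correlation. The 22 tested interferon response genes were 5 higher, 1 lower and 16 not past the test with Gr-4D-CB, and 3 higher, 2 lower and 17 not past the test with Gr-4D-MP (adjusted over the list alone, 5 higher and 1 lower with Gr-4D-CB, and 1 higher and 2 lower with Gr-4D-MP), with adjusted p = 0.17 and 0.494 from camera and adjusted p = 0.714 and 0.838 with an estimated correlation. The 5 tested metallothionein genes were 1 lower and 4 not past the test with Gr-4D-CB, and 1 lower and 4 not past the test with Gr-4D-MP (adjusted over the list alone, 1 lower with Gr-4D-CB, and 1 lower with Gr-4D-MP), with adjusted p = 0.496 and 0.468 from camera and adjusted p = 0.651 and 0.606 with an estimated correlation. Both tested sestrins were higher, with *SESN2* at 0.20 with Gr-4D-CB and 0.21 with Gr-4D-MP (adjusted p = 0.00433 and 0.00146 from limma), but with the shared term neither *SESN1* nor *SESN2* was called with Gr-4D-MP (adjusted p = 0.177 and 0.0716 from limma). Wider standard errors with that term can end a call without a smaller change, though changes called with Gr-4D-MP also became smaller as a set.

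Few epithelial, endothelial and immune markers were expressed at a testable TPM (3, 3 and 1 of 10 listed each), whereas 6 of 7 listed pericyte markers were. The 3 tested epithelial markers were 2 higher and 1 not past the test with Gr-4D-CB, and 2 higher and 1 not past the test with Gr-4D-MP (adjusted over the list alone, 2 higher with Gr-4D-CB, and 2 higher with Gr-4D-MP), as in *KRT19* at 0.72 with Gr-4D-CB and 0.61 with Gr-4D-MP (adjusted p = 1.88e-07 and 1.33e-06 from limma), with adjusted p = 0.0542 and 0.13 from camera and adjusted p = 0.106 and 0.17 with an estimated correlation. With no DMSO *KRT19* was also higher than with DMSO, at 1.53 (adjusted p = 1.31e-13 from limma). The 3 tested endothelial markers were 1 higher, 1 lower and 1 not past the test with Gr-4D-CB, and 1 higher, 1 lower and 1 not past the test with Gr-4D-MP (adjusted over the list alone, 1 higher and 2 lower with Gr-4D-CB, and 1 higher and 1 lower with Gr-4D-MP), with *EGFL7* at 0.73 with Gr-4D-CB and 0.53 with Gr-4D-MP (adjusted p = 1.39e-08 and 1.31e-06 from limma) and *TEK* at -0.94 with Gr-4D-CB and -0.81 with Gr-4D-MP (adjusted p = 2.46e-12 and 2.93e-11 from limma), with adjusted p = 0.34 and 0.542 from camera and adjusted p = 0.378 and 0.606 with an estimated correlation. With no DMSO *TEK* was also lower, at -0.15 (adjusted p = 0.022 from limma). The 6 tested pericyte markers were 1 higher, 1 lower and 4 not past the test with Gr-4D-CB, and 1 lower and 5 not past the test with Gr-4D-MP (adjusted over the list alone, 1 higher and 1 lower with Gr-4D-CB, and 1 lower with Gr-4D-MP), with adjusted p = 0.936 and 0.772 from camera and adjusted p = 0.936 and 0.801 with an estimated correlation. The 1 tested immune marker, *CD68*, changed by 0.27 with Gr-4D-CB and -0.28 with Gr-4D-MP (adjusted p = 0.0103 and 0.00522 from limma), and with the shared term by 0.18 with Gr-4D-MP (adjusted p = 0.162 from limma).

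In mock cells with no DMSO, against DMSO controls, genes of division were higher, with 39 of 40 G2/M genes, 35 of 42 G1/S genes and 28 of 35 DNA replication genes called higher by limma, whereas 28 of 35 NRF2 targets, 15 of 17 FOXO3 targets, 18 of 22 interferon genes and 17 of 24 autophagy genes were lower (adjusted p = 0.384 for interferon genes and 0.0357 for autophagy genes with an estimated correlation in camera). *NPTX1*, which encodes a neuronal pentraxin, was at a TPM of 94.0 ± 2.90 with no DMSO and 12.4 ± 1.32 with DMSO, a log2 fold change of 2.84 (adjusted p = 7.5e-20 from limma). The urea transporter gene *SLC14A1* was at 20.6 ± 3.09 and 2.82 ± 0.868, or 2.52 (adjusted p = 8.65e-13 from limma). The embryonic globin gene *HBE1* was at 12.6 ± 2.02 and 1.96 ± 0.452, or 2.196 (adjusted p = 4.09e-12 from limma). In each of these 3 genes, 6 of 6 mock libraries were above the DMSO mean.

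Of the NRF2 targets that the paper measured by RT-qPCR (*HMOX1*, *NQO1*, *GCLC* and *GSTM1*), only *NQO1* with Gr-4D-MP passed 1.5-fold in the RNA-seq data. By RT-qPCR, the paper reports induction of NRF2-regulated genes by Gr-4D above 1.5-fold. That was a separate experiment whose dose its main text does not give, so that the values may not be comparable. *SESN1*, for which the paper reports induction by Gr-4D in another assay, was at a TPM of 14.9 ± 1.24 with DMSO, 19.1 ± 0.744 with Gr-4D-CB and 20.5 ± 0.996 with Gr-4D-MP, under 1.5-fold.

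Between the vendors' groups, 9 lists passed camera at the preset correlation, and with an estimated one the smallest adjusted p was 0.483. In the fit with the shared term, 9 passed at the preset correlation, and with an estimated one the smallest adjusted p was 0.546.

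The counts of changed genes exceeded those of other splits of the same libraries. Those splits mix the groups, so that differences between groups widen the spread and keep the calls few. They also cannot tell the treatment from a component of the cultures or libraries. For Gr-4D-CB against DMSO, 1 of 100 splits of the same libraries, the real one, gave as many genes (4063 against at most 3 in the others, fitted on the compared libraries alone). For Gr-4D-MP, 1 of 100 splits of the same libraries, the real one, gave as many genes (6353 against at most 2 in the others, fitted on the compared libraries alone). At 1.5-fold in both groups, 1 of 100 splits of the same libraries, the real one, gave as many genes (160 against at most 1 in the others, fitted on the compared libraries alone), and at 1.25-fold, 1 of 100 splits of the same libraries, the real one, gave as many genes (835 against at most 1 in the others, fitted on the compared libraries alone).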
